# Unveiling Tissue‐Specific RNA Landscapes in Mouse Organs During Fasting and Feeding Using Nanopore Direct RNA Sequencing

**DOI:** 10.1002/advs.202408054

**Published:** 2024-12-16

**Authors:** Chengfei Jiang, Ping Li, Haiming Cao

**Keywords:** ATAC‐Seq, energy metabolism, nanopore direct RNA sequencing, poly(A) tail length, RNA m6A modification

## Abstract

Understanding tissue‐specific RNA landscapes is essential for uncovering the functional mechanisms of key organs in mammals. However, current knowledge remains limited, as short‐read RNA sequencing—the predominant method for assessing gene expression—depends on incomplete gene annotations and struggles to resolve the diverse transcripts produced by genes. To address these limitations, an integrative approach combining nanopore direct RNA sequencing (DRS), ATAC‐Seq, and short‐read RNA‐seq is used. This method enabled the analysis of RNA landscapes across major mouse organs under fasting and fed conditions, representing two extremes of the caloric cycle. This study uncovered tens of thousands of novel transcripts and identified hundreds of genes with tissue‐specific expression, revealing additional layers of regulated pathways within each organ that conventional short‐read RNA‐seq cannot resolve. By profiling transcript expression across multiple organs under identical conditions, it is conducted comparative analyses exposing significant differences in transcript isoforms and regulations. Moreover, nanopore DRS revealed dynamic changes in poly(A) tail length and m6A modifications of transcripts, many regulated in a tissue‐specific manner. These changes likely contribute to functional differentiation and metabolic specialization of various organs. Collectively, this findings reveal previously unrecognized layers of gene regulation, offering new insights into the metabolic basis of organ function.

## 1 Introduction

Metabolism is the most fundamental requirement for life. Within a cell, metabolic pathways provide the energy needed for essential biochemical activities and the building blocks for organelles. Metabolites also play crucial roles as regulators of cellular signal transduction and gene expression.^[^ ^1^ ^]^ In an organism, particularly in mammals, key organs constantly engage in a dialogue to maintain systemic energy homeostasis.^[^ ^2^ ^]^ This metabolic interplay is essential for the proper function of each organ. Given that the metabolic status of all organs profoundly impacts their function, it is crucial to understand each organ's metabolic landscape under critical nutrient conditions, such as fasting and feeding. The predominant approach to assess the metabolic status of an organ is to examine its global gene expression, which is routinely carried out by short‐read RNA‐seq.^[^ ^3^ ^]^ This method, however, is constrained by multiple limitations. First, the analysis of short‐read RNA‐seq data usually relies on gene annotations which are currently incomplete.^[^ ^4^ ^]^ It is well established that one gene produces at least 10 transcript isoforms on average,^[^ ^5^ ^]^ many of which are conditionally expressed. As samples used to establish gene annotations are often confined to a few specific conditions, many conditionally expressed transcripts have not been annotated and cannot be analyzed by short‐read RNA‐seq. For example, we recently showed that over 50% of human liver transcripts identified by nanopore DRS are not included in current annotations (GENCODE).^[^ ^6^ ^]^ This incomplete annotation complicates the reliable assessment of gene expression. Second, short‐read RNA‐seq can only provide gene‐level information. The overlapping nature of short reads makes it challenging to resolve all transcripts, often resulting in the aggregation of reads associated with a gene to produce a single gene‐level expression value. This approach can obscure significant functional consequences of changes in specific transcripts. Finally, RNA modifications, such as m6A and poly(A) tails, contribute to RNA stability and protein translation, but are difficult to evaluate using conventional RNA‐seq. These limitations hinder the establishment of a comprehensive view of RNA metabolic landscapes.

To address these challenges, we implemented an integrative approach that combines nanopore direct RNA sequencing (DRS), ATAC‐Seq, and short‐read RNA‐seq. This comprehensive method allowed us to capture a more detailed and dynamic picture of RNA metabolic landscapes in key mouse organs under varying nutritional states. By integrating data from these three technologies, we were able to uncover novel transcripts and genes, as well as identify intricate regulatory mechanisms within each organ. More significantly, by profiling transcript expression in multiple organs under identical conditions, we also performed comparative analyses and identified substantial differences in transcript isoforms and regulations across all organs. Our findings shed light on the complex interplay of RNA modifications and gene expression, providing new insights into how metabolic states influence organ function.

## 2 Results

### 2.1 Tissue‐Specific RNA Metabolic Landscapes Revealed by Nanopore DRS

To define tissue‐specific RNA metabolic landscapes across multiple organs in mice, we performed nanopore direct RNA sequencing (DRS) alongside short‐read RNA‐Seq and ATAC‐Seq analyses of eight mouse organs under fasting and fed conditions (**Figure** **1**A). 

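The short-read RNA-Seq data comprised 16 libraries, 1 for each of 8 tissues under each of 2 treatments. Male mice of the C57BL/6 strain, 3 per group, were either fed freely or fasted for 24 h, and tissue of the 3 mice of a group was pooled in equal parts before RNA was extracted. Each pool of a tissue gave 1 library, so no value from these libraries has a replicate error. A test on the fasting and the fed library of a tissue therefore compares those 2 libraries and not the 2 conditions. The authors deposited the number of reads assigned to each gene in each library, without normalization. These counts were analysed here from that point on. The DRS and ATAC-Seq measurements of the same pools were not analysed here, apart from the DRS values that the paper lists in its supplementary tables. Counts were divided by the library total and scaled to CPM, and the fold change between fasting and fed conditions was taken on the log2 scale with the paper's pseudocount of 0.01 CPM. Genes were then compared within each tissue by Fisher's exact test (two-sided). To ask which genes moved the same way in most tissues, all 16 libraries were also fitted together with edgeR's quasi-likelihood test, with the tissue as a block and 7 residual degrees of freedom. That fit treats the 8 tissues as separate observations, although they came from the same 2 pools of mice. Of the choices made, the scaling of the libraries mattered most for the direction of small changes. On the CPM scale a gene can fall because other genes rise, and the pseudocount widens the fold change of genes with few counts.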

Fasting and feeding are the two extremes of the caloric cycle and affecting the levels of a wide array of metabolites and hormones many of which impact the function of essential organs.^[^ ^7^ ^]^ DRS has been demonstrated to be able to distinguish between similar transcript subtypes, detect novel genes and transcripts, and quantify differential gene expression at the single transcript level with higher fidelity and accuracy than traditional short‐read RNA sequencing.^[^ ^8^ ^]^ We obtained a total of 18.12 million DRS long reads (78 x depth) and 1026.94 million paired‐end short‐read RNA‐Seq reads (416 x depth). 

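In the count table, the short-read libraries held between 14245178 and 36069968 counts on genes. The median was 22841212 in the 8 fed libraries and 26602214 in the 8 fasting libraries. The 2 brown adipose libraries held 16608129 (fed) and 14245178 (fasting) counts, and the 2 lung libraries held 30058806 (fed) and 36069968 (fasting, the most of the 16). All 16 libraries together held 381888237 counts. The values here use these counts on genes, whereas the paper's value for the sequencing is 1026940000 paired-end reads. At 3 counts, the smallest level that a library could show was between 0.0832 CPM (fasting lung) and 0.211 CPM (fasting brown adipose). This floor covers counting error only, because reads without molecular identifiers can be copies of the same molecule. Between 13058 genes (fasting muscle) and 17269 genes (fed lung) reached 1 CPM in a library. The 10 genes with the highest counts took 37.0% of the counts in each muscle library and 7.8% in each spleen library. Titin (Ttn) alone took 17.18% of the counts of fed muscle.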

The distribution of RNA lengths in DRS is similar across different tissues, predominantly falling within the 1000 to 2000 nucleotide range, with the liver showing the highest proportion in this range (Figure 1B; Figure S1A, Supporting Information). Analyzing the enrichment of biological pathways using gene expression data for each sample shows that short‐read RNA‐Seq and DRS data from various tissues cluster closely together, indicating their consistent ability to reveal biological functions (Figure 1C). 

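In the short-read data alone, the 8 fed tissues were compared by the Pearson correlation of log2(CPM + 1) across the 21965 genes that reached 1 CPM in at least 1 of the 16 libraries. Genes are not independent replicates, so these correlations describe the libraries and carry no p-value. Of the 28 pairs of fed tissues, white and brown adipose tissue were the most alike (r = 0.925) and spleen and liver the least (r = 0.677), with a median of 0.785. Average-linkage clustering first joined white with brown adipose tissue and then muscle with heart, at r = 0.905. These 4 tissues joined each other at 0.854. Spleen joined lung at 0.825, and liver joined kidney at 0.786. For all 16 libraries, the nearest library was the other treatment of the same tissue. The fed and fasting libraries of a tissue correlated between 0.959 (white adipose) and 0.993 (spleen). The least alike pair depended on the measure, and was kidney and spleen by Spearman's rho and with a pseudocount of 0.01, and liver and muscle over all genes with a count. White and brown adipose tissue were the most alike fed pair under each alternative. The choice of genes moved these values most. Across the 1000 genes with the largest variance, the lowest correlation within a tissue was 0.883, again in white adipose tissue, and the nearest library was still of the same tissue for all 16. Across these genes the median of the fed pairs was 0.12, and heart and liver were the least alike (-0.312). DRS expression values were not analysed in this comparison.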

Similar results were observed when comparing gene and transcript expression data between these two sequencing methods, further demonstrating the strong comparability between DRS and short‐read RNA‐Seq (Figure S1B, Supporting Information). To enhance the accuracy of DRS isoform annotations, we integrated short‐read RNA‐Seq sequence data to improve splicing site precision and used ATAC‐Seq chromatin accessibility information to correct RNA start sites. This integration was implemented using the FLAIR pipeline to develop tissue‐specific *de novo* gene annotations. Our results indicate that nearly one‐third of the isoforms in each tissue differ from those in the reference annotations, representing novel transcripts identified by DRS (Figure 1D and Table S1, Supporting Information). The relative abundance of novel transcripts in each tissue was also supported by short‐read RNA‐Seq, using DRS annotation as the reference (Figure S2A, Supporting Information). Among these novel transcripts, ≈85% of those from expressed protein‐coding genes in each tissue showed protein‐coding potential. This led to the identification of alternative coding sequences in ≈20%‐30% of the expressed proteins detected in DRS (Figure S2B–D, Supporting Information). To verify the existence of novel annotated proteins, we confirmed the presence of more than 60 novel proteins in mass spectrometry data from different mouse organs, including the heart, lung, liver, kidney, spleen, and muscle tissues (PXD041400) (Figure S3A,B, Supporting Information). One example is a novel transcript of the gene Ahnak (d0534183‐96c9‐43fe‐939e‐3c71b667415f), whose structure significantly diverges from the reference annotation, producing a distinct protein of 2455 amino acids (Figure S3C, Supporting Information). In the mass spectrometry data, this protein was identified with a unique peptide count of 75, sequence coverage of 67%, and a false discovery rate (FDR) Q‐value of less than 10^‐6 (Figure S3D, Supporting Information).

**Figure 1:**
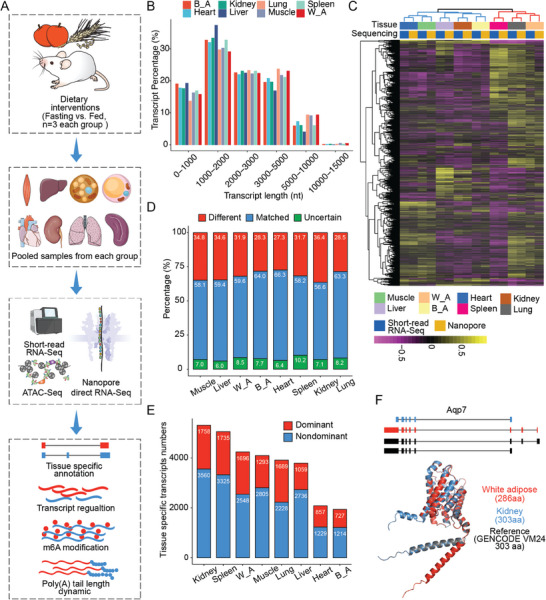
Tissue‐specific RNA metabolic landscapes revealed by Nanopore direct RNA sequencing (DRS). A) Schematic diagram of the experimental setup. Male C57BL/6 mice (n = 3 per group) were given either unrestricted access to water and a standard chow diet (fed) or subjected to a 24 h fasting period (fasting). Tissues including muscle, liver, heart, lungs, both white and brown adipose tissues, spleen, and kidney from the same treatment group (fed or fasting) were pooled uniformly. Each pooled sample was analyzed using short‐read RNA‐Seq, ATAC‐Seq, and nanopore DRS to assess tissue‐specific annotations, transcript‐level regulation, m6A modification, and dynamics of Poly(A) tail length in response to metabolic challenges. B) Bar plot displaying the distribution of transcript lengths across the tissues as measured by DRS. Each bar represents the frequency of transcripts within specified length ranges for different tissue types. C) Heatmap showing the pathway enrichment scores (GO term, Biological Process) analyzed by Gene Set Variation Analysis (GSVA) using gene‐level expression data from different fed tissue samples, derived from both short‐read RNA‐Seq and DRS. Each cell in the heatmap represents the enrichment score of a specific pathway for a particular tissue type. D) Comparison of DRS and reference annotations (GENCODE vM24) in different tissues. “Matched” transcripts are those with completely and exactly matched splicing sites compared to the reference annotation. “Different” transcripts are identified by differing isoform structures compared to those catalogued in the reference annotations. “Others” include isoforms with mismatched splicing sites or no actual overlaps with entries in the reference annotation. E) Bar plot displaying the number of dominant and nondominant expressed transcripts among tissue‐specific transcripts. Dominant transcripts are defined as the most highly expressed transcript within each gene. Each bar represents the count of these transcripts across different tissues. F) Top: Schematic diagram showing the structure of the dominant transcript of Aqp7 in the kidney (blue) and white adipose tissue (red), compared to the reference annotation (black). Bottom: Protein sequences of the dominant transcript of Aqp7 in the kidney (blue) and white adipose tissue (red) were predicted using CPC2. Additionally, their 3D structures were predicted using AlphaFold2, and the alignment of these structures is displayed to highlight structural similarities and differences.

Furthermore, a systematic analysis of these tissue‐specific transcripts revealed that nearly one‐third are predominantly expressed compared to other isoforms within their respective genes, meaning they are the most highly expressed transcript in each gene (Figure 1E and Table S2, Supporting Information). Pathway analysis of these tissue‐specific transcripts revealed their involvement in important biological functions. For example, transcripts uniquely expressed in the kidney, liver, white adipose, and brown adipose tissues are enriched in the fatty acid metabolism pathway (Figure S4, Supporting Information). One notable example is the kidney‐ and white adipose‐specific isoforms of the gene Aquaporin 7 (Aqp7), which encodes aquaporins that facilitate the transport of water and small solutes, particularly glycerol, across cell membranes.^[^ ^9^ ^]^ The isoform structures of Aqp7 transcripts in these tissues differ from those in reference annotations. The kidney‐specific isoform, as well as the reference annotation (GENCODE vM24), encodes a protein of 303 amino acids, whereas the white adipose‐specific isoform encodes a protein of 286 amino acids. These differences in isoform structure result in substantial variations in the 3D conformation of the proteins (Figure 1F).

In addition to novel transcripts, we used the GffCompare algorithm to identify a substantial number of novel genes located in intergenic regions that are not annotated in current reference databases, such as GENCODE vM24.^[^ ^10^ ^]^ For example, ≈200 novel genes were identified in the kidney (Table S3, Supporting Information). As shown in **Figure** **2**A, at the genomic location chr5:89276587‐89286909, no gene is annotated in either GENCODE or RefSeq (NCBI) databases. However, DRS identified a novel gene, f1bb2168‐395f‐4d4b‐97ba‐349cf682da78, in liver tissue, which was also supported by short‐read RNA‐Seq and ATAC‐Seq data. While some of these novel genes are expressed across multiple tissues, many show tissue‐specific expression (Figure S5A–E, Supporting Information).

**Figure 2:**
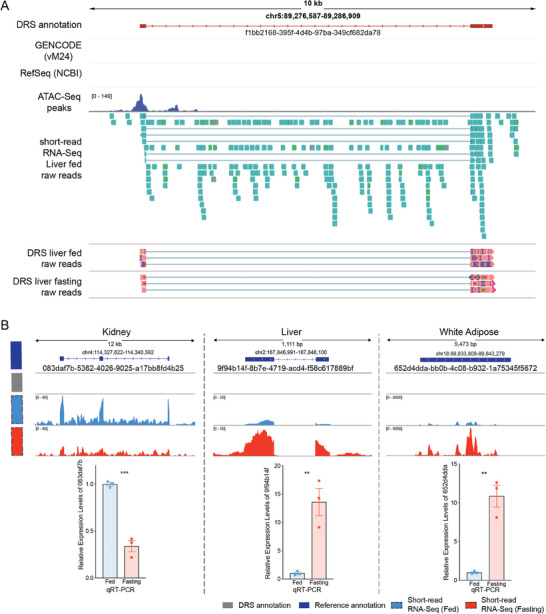
Novel genes discovered by DRS in different mouse tissues. A) Isoform schematics comparing the novel gene identified by DRS (f1bb2168‐395f‐4d4b‐97ba‐349cf682da78, shown in red) with reference annotations from GENCODE vM24 and RefSeq, where no transcript is present. The ATAC‐Seq read peaks from the fed mouse liver in the novel gene's genomic region are shown in blue. Raw reads from short‐read liver RNA‐seq (fed condition) are displayed in dark green, while the raw Nanopore DRS reads for both fed and fasting mouse livers are shown in light red. B) Top: Schematic representation of different novel transcripts identified in kidney, liver, and white adipose tissues by DRS. The novel isoforms identified are marked in dark blue, while their corresponding regions in the reference annotation are shown as lacking transcripts. Middle: short‐read RNA‐Seq read peaks for the fed group (blue) and the fasting group (red) are displayed. Bottom: Bar plot showing the relative expression levels of novel transcripts in different tissues under fed and fasting conditions (n = 3 for each group). Data are presented as mean ± SEM, with statistical significance indicated by **p < 0.01, ***p < 0.001 (two‐tailed unpaired Student's t‐test).

Moreover, DRS results indicated that these novel genes could be regulated by fasting, which was further validated by both short‐read RNA‐Seq and qRT‐PCR in different tissues. For instance, DRS identified the novel transcript 083daf7b‐5362‐4026‐9025‐a17bb8fd4b25 in the kidney, which is not annotated in reference databases. DRS showed that this transcript was downregulated during fasting, a result corroborated by short‐read RNA‐Seq, which exhibited a consistent decrease in expression peaks in the fasting group. This downregulation was further confirmed by qRT‐PCR, revealing a significant reduction in kidney expression (Figure 2B). Similarly, qRT‐PCR verified that 9f94b14f‐8b7e‐4719‐acd4‐f58c617889bf was upregulated in the liver, and 652d4dda‐bb0b‐4c08‐b932‐1a75345f5672 was upregulated in white adipose tissue (Figure 2B). Therefore, our approach of simultaneously analyzing multiple tissues under identical conditions is critical for the comprehensive identification of these novel genes. These findings highlight the functional significance of tissue‐specific transcript isoforms.

### 2.2 Alternative Splicing Dynamics in Response to Metabolic Stimuli Across Tissues

Alternative splicing (AS) is one of the key drivers of transcript diversity of a gene.^[^ ^11^, ^12^ ^]^ However, conventional RNA‐seq is limited in its ability to reliably define AS events due to the short length of its reads, a challenge that can be fully addressed by nanopore DRS. Indeed, DRS detected a significantly higher percentage of alternative splicing compared to short‐read RNA‐seq across all tissues (**Figure** **3**A,B). PCA analysis of alternative splicing events based on nanopore DRS demonstrates that transcripts from the same tissues cluster closely, whereas those from different tissues show significant differences in distribution (Figure 3C). This highlights the pronounced tissue specificity associated with the occurrence of alternative splicing. Using the FLAIR pipeline, we characterized four significantly altered alternative splicing (AS) events—Intron Retention (IR), Alternative 3′ Splicing (ALT3), Alternative 5′ Splicing (ALT5), and Exon Skipping (ES)—between fasting and fed conditions, based on the default settings. During the fasting treatment, compared to the fed group, white adipose tissue exhibited the most significant changes in alternative splicing events. Additionally, exon skipping types of alternative splicing events predominate across all tissue groups (Figure 3D and Table S4, Supporting Information). Moreover, the regulation of alternative splicing under fasting conditions also varies among different tissues. Pathway analysis of these significantly altered splicing events revealed notable functional differences across tissues in response to fasting treatment (Figure S6A, Supporting Information). For instance, tropomyosin 1 (Tpm1), which is implicated in stabilizing cytoskeleton actin filaments and regulating various important intracellular functions, is one such example.^[^ ^13^ ^]^ Studies have shown that the diversity of its functions depends on different isoforms.^[^ ^14^ ^]^ In our study, we found that in white adipose tissue under fasting conditions, there was a significant increase in exon skipping (ES) events in the region of chr9:67032541‐67032465. In contrast, in lung tissue, the ES events in this region significantly decreased, and in muscle tissue, there were no significant changes. These changes lead to diversity in Tpm1 isoforms during fasting and fed treatments (Figure 3E). The regulatory networks of these alternative splicing‐related transcripts differ significantly between lung and white adipose tissues. In the lung, the associated pathways are mostly related to the detection of chemical stimuli, whereas in white adipose tissue, they are primarily related to ATP synthesis pathways (Figure 3F,G). Additionally, we employed the SUPPA2 pipeline to characterize additional splicing types, including alternative first exons (AF), alternative last exons (AL), and mutually exclusive exons (MX). These analyses revealed that alternative splicing regulation under fasting conditions varies across tissues, with AF events predominating in all tissue groups (Figure S6B–E, Supporting Information). Collectively, these results underscore the tissue‐specific regulation of alternative splicing and its crucial role in generating isoform diversity across different conditions.

**Figure 3:**
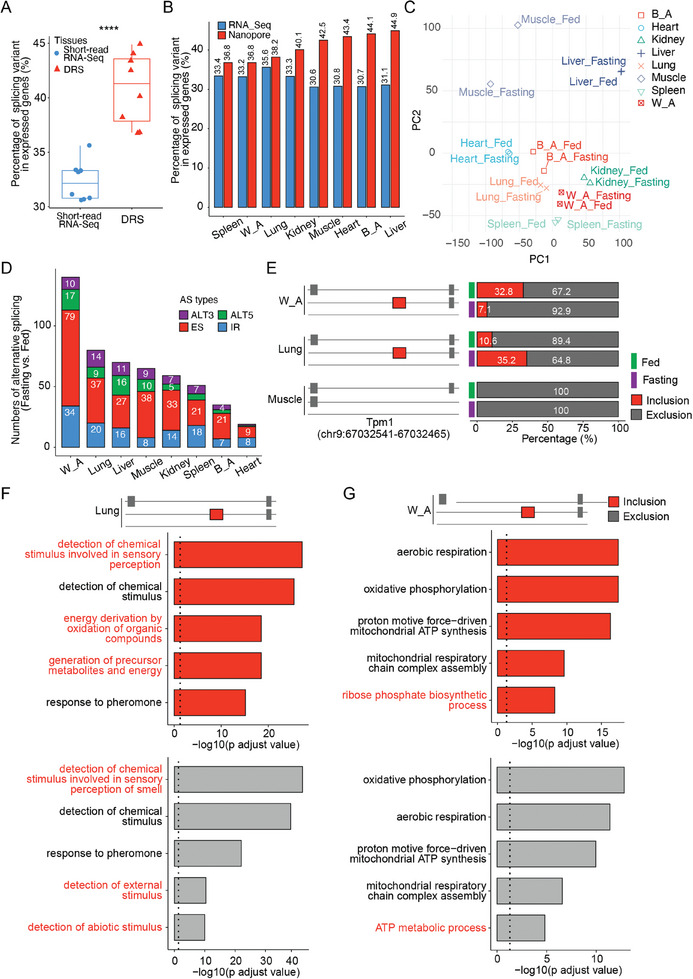
Alternative splicing (AS) dynamics in response to metabolic stimuli across tissues. A) Boxplots display the percentage of splicing variants in expressed genes across different tissues, analyzed separately using short‐read RNA‐Seq and nanopore DRS. The center line represents the median, while the boxes indicate the interquartile range. Genes were filtered based on expression in at least one condition (fed or fasting) for each tissue. Each data point corresponds to the percentage for an individual tissue. T‐tests were conducted to compare RNA‐Seq and DRS results, with statistically significant differences marked by asterisks (****p < 0.0001). B) Barplot shows the percentage of splicing variants in expressed genes from different tissues using RNA‐Seq and nanopore DRS, respectively. C) PCA plot of splicing events across samples subjected to different treatments. D) Bar plot displaying the numbers of significantly changed AS events between fasting and fed states in different tissues. AS events with a p‐value less than 0.01 were considered to be significantly altered, and different AS types are distinguished by different colors. E) Left: Schematic diagram of the Tpm1 exon skip event in the region (chr9:67032541‐67032465) from different tissues. The gray isoform represents exon exclusion, while the red isoform indicates exon inclusion. Right: Proportions of exon exclusion (gray) and inclusion events (red) in the specified region across different tissues in fed and fasting treatment groups. F,G) Top: Schematic diagram illustrating the Tpm1 exon skipping event in the genomic region (chr9:67032541‐67032465) across different tissues. Bottom: Barplot displaying the top 5 enriched pathways for transcripts associated with exon inclusion (red) and exon exclusion (gray) skipping events in lung (F) and white adipose tissues (G). The transcript expression signatures and correlation analysis were conducted using short‐read RNA‐Seq data downloaded from GSE132040 (n = 55 per tissue). Genes that significantly correlated with the exon skipping events (Person's correlation p‐value < 0.01 and |R| > 0.3) were subjected to GO Term pathway analysis. The top 5 enriched pathways, ranked by adjusted p‐value, are shown.

### 2.3 Transcript‐Level RNA Landscapes Revealed by Nanopore DRS Complement Gene‐Level Information Across Tissues

In this work, we used three sequencing technologies each of which revealed important aspects of tissue‐specific RNA metabolic landscapes in key mouse organs. 

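With the test that the paper names, run on each library's own total, and the paper's thresholds, 5716 genes were differentially expressed between the fasting and the fed library of white adipose tissue. This was the most of any tissue, and spleen had the fewest, 1153. Muscle had 3535 such genes, liver 3501, brown adipose tissue 3346, lung 2854, heart 2635 and kidney 1867. The paper's Table S5 holds 5767 genes for white adipose tissue, 2254 for muscle, 3127 for liver and 3393 for brown adipose tissue. Of 4221 p-values above 0 listed there, 10 matched those of the exact test computed here. With the fed and fasting library totals exchanged in that test, 4221 of 4221 matched, and the numbers of called genes equalled the paper's in these 4 tissues. The exchange was tried only after the values were seen. Of the genes called here in white adipose tissue, 3968 rose and 1748 fell. Of the rising genes, 1165 rose at least 8-fold, against 22 to 91 in each of the other tissues. General epithelial genes rose in the same library too, so the counts for white adipose tissue may include genes from another tissue. In spleen 678 rose and 475 fell. In the other 6 tissues more genes fell than rose on the CPM scale, from 1126 up and 1509 down in heart to 835 up and 2019 down in lung. The allowance for variation between pools moved these counts most. With edgeR's exact test and an assumed coefficient of variation of 0.4 between pools, 1204 genes were called in white adipose tissue, 59 in spleen (12 up and 47 down) and 46 in kidney, then the fewest. The split between rising and falling genes depended on the scaling. In muscle 32.0% of the called genes rose (95% Wilson interval 30.5% to 33.6%), against 51.5% with TMM factors and 56.9% with DESeq2's size factors. The interval treats the called genes as independent draws, which they are not, and leaves out variation between pools. In liver the share went from 31.9% to 49.4% with TMM factors and 47.8% with DESeq2's size factors, in lung from 29.3% to 41.0% and 43.8%, and in kidney from 41.3% to 50.3% and 54.8%. In heart it went from 42.7% to 51.3% with TMM factors. Without the 10 highest genes in the library size, the share was 32.0% in muscle, 34.3% in liver, 29.5% in lung, 42.7% in kidney and 38.2% in heart. In these tissues the 10 highest genes therefore did not account for the move with TMM factors. The median log2 fold change of the genes at 1 CPM or more was -0.131 in muscle and -0.122 in liver.
Most of these genes were called in a single tissue. Of the 13643 genes called in any tissue, 7492 (54.9%) were called in 1 tissue only and 28 in all 8. Of the 28, 22 rose in all 8 tissues, among them Pdk4, Acot1, Fkbp5, Txnip, Ddit4 and Tsc22d3, and 6 fell in all 8, among them Sqle, Msmo1, Mvd and Col3a1. Of the 6151 genes called in 2 or more tissues, 2120 (34.5%) rose in at least 1 tissue and fell in another. Across the 10792 genes with at least 1 CPM in every library, the log2 fold changes of 2 tissues, taken with a pseudocount of 1, correlated with a median r of 0.297 over the 28 pairs. The correlation was highest between muscle and heart (0.569) and lowest between muscle and spleen (0.168). Among genes with at least 5 CPM in every library, the lowest pair was liver and spleen (0.15). By Spearman's rho it was muscle and spleen, at 0.081. No pair was negative.
In the fit of all 16 libraries, 759 of 17296 genes changed with fasting at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 400 rose and 359 fell. With total counts in place of TMM factors 308 rose and 639 fell. DESeq2's Wald test gave 1834 genes, and leaving out 1 tissue at a time gave 156 to 721. Pdk4 (ENSMUSG00000019577.6), on chromosome 6 of GRCm38 from 5483351 to 5496309, encodes a kinase that shuts down pyruvate dehydrogenase. Its log2 fold change across tissues was 3.05 (standard error 0.44, adjusted p = 9.43e-03 from edgeR's test), with 0.63 in liver as the lowest of the 8 tissues and 4.24 in muscle as the highest. Acot1, a cytosolic acyl-CoA thioesterase on chromosome 12 from 84009490 to 84018371, had 2.85 (standard error 0.28, adjusted p = 2.41e-03) and rose in 8 of 8 tissues. Acot3, its neighbour and paralog, had 2.89 (standard error 0.58, adjusted p = 2.87e-02), although its change was only 0.02 in heart. Reads that fit both genes could have been split or lost in the authors' counting. Depp1 had 2.83 (standard error 0.62) and the noncoding gene E230001N04Rik 2.59 (standard error 0.40), and both rose in 8 of 8 tissues. Among the falling genes, Capn11, a calpain protease gene on chromosome 17 from 45630204 to 45659325, had -2.57 (standard error 0.21, adjusted p = 1.54e-03) and fell in 8 of 8 tissues. Leptin (Lep), the adipocyte hormone, had -2.11 (standard error 0.40, adjusted p = 2.78e-02), with -3.91 in brown and -2.12 in white adipose tissue. It fell in 6 of 8 tissues, with 0.18 in liver and 0.00 in heart. Sqle, the squalene epoxidase of cholesterol synthesis, had -1.56 (standard error 0.29) and fell in 8 of 8 tissues. Gm4841 had -2.18 (standard error 0.40) and fell in 8 of 8 tissues. Gm9780 had -2.09 (standard error 0.34), fell in 7 tissues and rose in kidney (0.46). Gm4841 and Gm9780 are predicted genes, whose copies elsewhere in the genome may share reads.

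**Figure D1:**
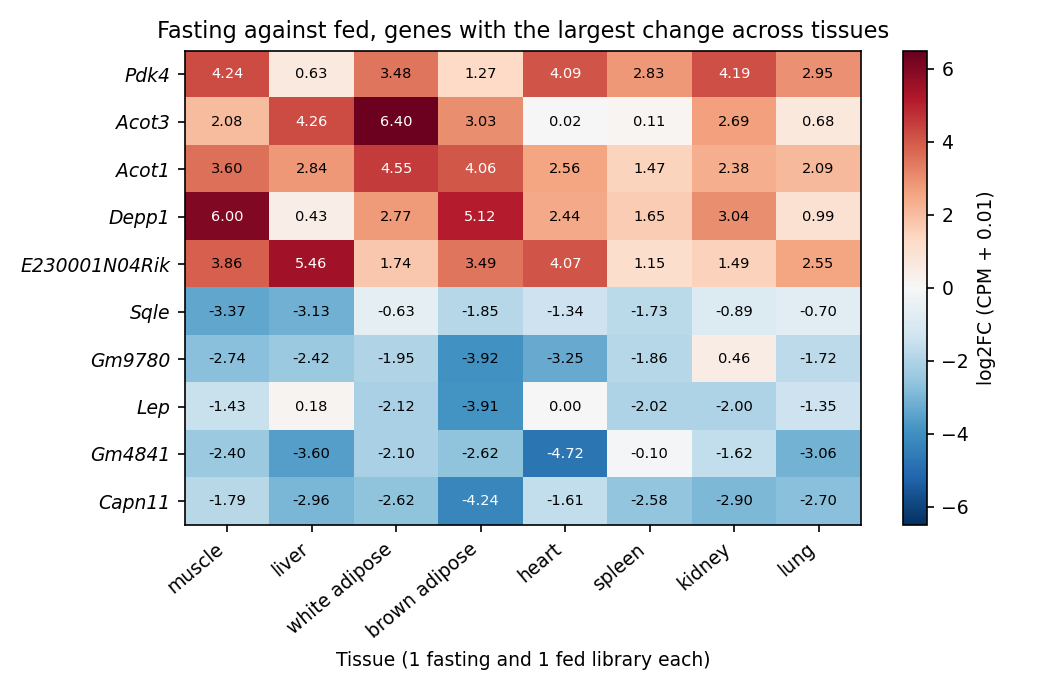
Log2 fold change between the fasting and the fed library (CPM + 0.01) of the 5 genes with the largest rise and the 5 with the largest fall in the fit across tissues. Columns are the 8 tissues, each with 1 library per treatment, red is higher and blue lower in fasting, and the number in a cell is the log2 fold change. Capn11 lies between -4.24 (brown adipose) and -1.61 (heart), and Acot1 between 1.47 (spleen) and 4.55 (white adipose).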

For example, short‐read RNA‐Seq revealed that tissues demonstrated significant responses under fasting conditions, and that gene expression trends and responses to fasting varied significantly across different tissues (Figure S7A and Table S5, Supporting Information). For instance, the liver exhibited a significant activation of the fatty acid degradation pathway and an inhibition of steroid biosynthesis during fasting, aligning with current scientific understanding (Figure S7B, Supporting Information). 

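For the liver, the genes of both pathways were listed by hand before the counts were seen, and the median log2 fold change of each list was set against 10000 random lists of the same size matched on mean expression. This describes the 2 liver libraries and is not the paper's GSEA, and no p-value across genes is given. The 45 genes of fatty acid degradation had a median of 0.30, at percentile 100.0 of the random lists, whose own median was -0.06. In this list 28 genes rose and 17 fell, and 21 were called up and 6 down. Cyp4a14, a fatty acid omega-hydroxylase on chromosome 4 of GRCm38 from 115486200 to 115496142, went from 491 CPM in the fed to 8253 CPM in the fasting library, a log2 fold change of 4.07. It has close paralogs next to it, between which the counting could have split reads. Acsl1, on chromosome 8 from 46471037 to 46536051, went from 1593 to 3047 CPM (0.94). Several members moved the other way. Acsl3 changed by -1.72, Acsl5 by -0.69, Acat2 by -1.80, Adh4 by -1.59, Adh1 by -0.65 and Acox3 by -0.51, and all 6 were called down. Acsl6, with 11 counts in the fed and 2 in the fasting library, was not called, and Eci3 had 3 and 1 counts. Across the alternatives tried, the list stood between percentile 99.98 and 100.0. With TMM factors Acox3 changed by -0.38 and was not called, and with an assumed coefficient of variation of 0.2 between pools Acsl1, Acsl5, Acox3 and Adh1 were not called.
The list of steroid biosynthesis moved downwards. Its 18 genes with counts had a median log2 fold change of -1.76, at percentile 0.0 of the random lists. In it 15 genes fell and 3 rose, and 12 were called down and 1 up. Sc5d, a desaturase of cholesterol synthesis on chromosome 9 from 42251595 to 42264256, went from 794 CPM in the fed to 199 CPM in the fasting library (-2.00). Lipa, which releases stored cholesterol in lysosomes, stayed at 0.04. The called gene that rose was Cel, from 11.8 to 32.2 CPM (1.45). Cel encodes a lipase of pancreatic juice, and all 12 acinar marker genes, Cel among them, rose in the same library. From the activation of the first pathway and the inhibition of the second in its own enrichment analysis (Fig. S7B), the paper states that the liver's response aligns with what is known of fasting.

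**Figure D2:**
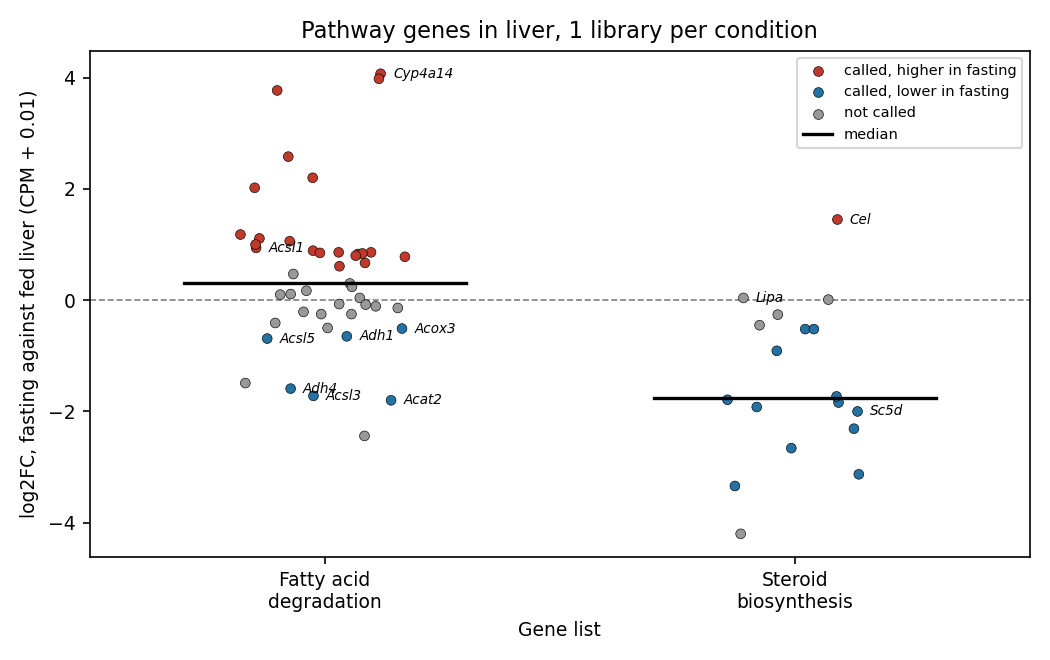
Log2 fold change between the fasting and the fed liver library (CPM + 0.01) of each gene with counts in the lists of fatty acid degradation (45 genes) and steroid biosynthesis (18 genes). Each point is a gene, red if called up, blue if called down and grey if not called, and the black line is the median of the list, 0.30 and -1.76. Points are spread sideways only to be seen.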

The ATAC‐Seq results showed differences in chromatin accessibility across various tissues. For example, the lung and kidney had the highest overall promoter region accessibility among all tissues, while the liver and spleen had relatively lower levels of accessibility. In response to fasting, the liver showed an increase in promoter region accessibility, whereas both brown and white adipose tissues exhibited a decreasing trend (Figure S7C, Supporting Information). Interestingly, changes in chromatin accessibility at transcription factor binding sites in response to fasting varied substantially across different tissues. For instance, Nuclear Respiratory Factor 1 (Nrf1), a crucial regulator of cholesterol homeostasis,^[^ ^15^ ^]^ showed a significant increase in enrichment in the liver during fasting, while its enrichment decreased in brown adipose tissue (Figure S7D and Table S6, Supporting Information). Our results indicate that most tissues, excluding the heart and spleen, exhibited ≈20%‐30% of differentially expressed genes (DEGs) with notable changes in promoter region accessibility (Figure S8A, Supporting Information). Notably, in the majority of tissues—such as the liver, muscle, lung, brown adipose tissue, and kidney—we observed a significant positive correlation between gene expression changes and promoter region accessibility fold changes during fasting, suggesting a positive association between promoter accessibility and the expression levels of corresponding genes (Figure S8C–G, Supporting Information). In contrast, white adipose tissue showed a negative association between gene expression changes and promoter accessibility dynamics (Figure S8B, Supporting Information), while the heart and spleen exhibited no clear correlations (Figure S8H,I, Supporting Information).

As our understanding of gene regulation deepens, the significance of differential regulation among transcripts within a gene in controlling gene function is increasingly acknowledged. Currently, gene and transcript regulation largely rely on RNA‐seq, yet the short‐read nature of RNA‐seq provides good resolution at the gene level but imposes considerable constraints at the transcript level.^[^ ^16^ ^]^ To gain further insights into RNA transcript regulations, we employed DRS to directly capture changes in full‐length RNA transcripts. Moreover, unlike previous nanopore DRS studies that often focused on a single organ, we simultaneously analyzed multiple key mouse organs under two feeding conditions. This approach allowed us to compare not only tissue‐specific expressions but also the regulation mechanisms specific to each tissue. Our results indicate that transcript‐level expression demonstrates great tissue specificity (**Figure** **4**A). Furthermore, under fasting conditions, the changes in transcript expression exhibit significant differences across various tissues. For instance, in white adipose tissue, a significantly larger portion of transcripts exhibit distinct expression patterns in fed and fasting conditions, whereas these patterns are less pronounced in other tissues (Figure 4A). Fatty Acid Binding Protein 4 (Fabp4) is specifically expressed in adipose tissues, where it facilitates the binding of fatty acids, thereby regulating fatty acid uptake, transport, and metabolism.^[^ ^17^ ^]^ Under fasting conditions, we noted significant enrichment of Fabp4 in both white and brown adipose tissues (Figure 3B and Table S7, Supporting Information). However, the transcripts predominantly expressed vary between these tissues: in white adipose tissue, transcript ENSMUST00000029041.5 (purple) encodes a protein of 132 amino acids, whereas in brown adipose, transcript a07f72ff (orange) encodes a protein of 129 amino acids. Substrate binding analysis showed notable differences in their fatty acid binding capacities (I‐TASSER c‐score 0.84 for ENSMUST00000029041.5, I‐TASSER c‐score 0.56 for a07f72ff), illustrating the existence of divergent transcript regulation across different tissues that may have specific regulatory roles (Figure 4B). Further analysis compared DEGs and differentially expressed transcripts (DETs) both identified through DRS under fasting conditions. We observed that although a substantial portion of genes did not exhibit significant changes at the gene level, significant variations were noted in their internal transcripts. Pathway analysis of biological functions revealed that both DEGs and DETs are enriched in some common pathways; however, distinct differences are also apparent. For instance, in spleen tissue, both DEGs and DETs are enriched in pathways related to the purine ribonucleotide metabolic process, but DETs also show enrichment in processes such as the cytoplasmic translation pathway (Figure 4C). In this pathway, only one gene, Eif2d, demonstrated consistent upregulation at both the DEG and DET levels. In contrast, other enriched genes, such as Rps6, Rpl15, and Hnrnpd, showed no significant changes at the gene level, but specific transcripts of these genes were significantly downregulated (Figure 4D). These findings underscore the importance of transcript‐level analyses as a complement to gene‐level changes, revealing comprehensive tissue‐specific RNA metabolic landscapes.

**Figure 4:**
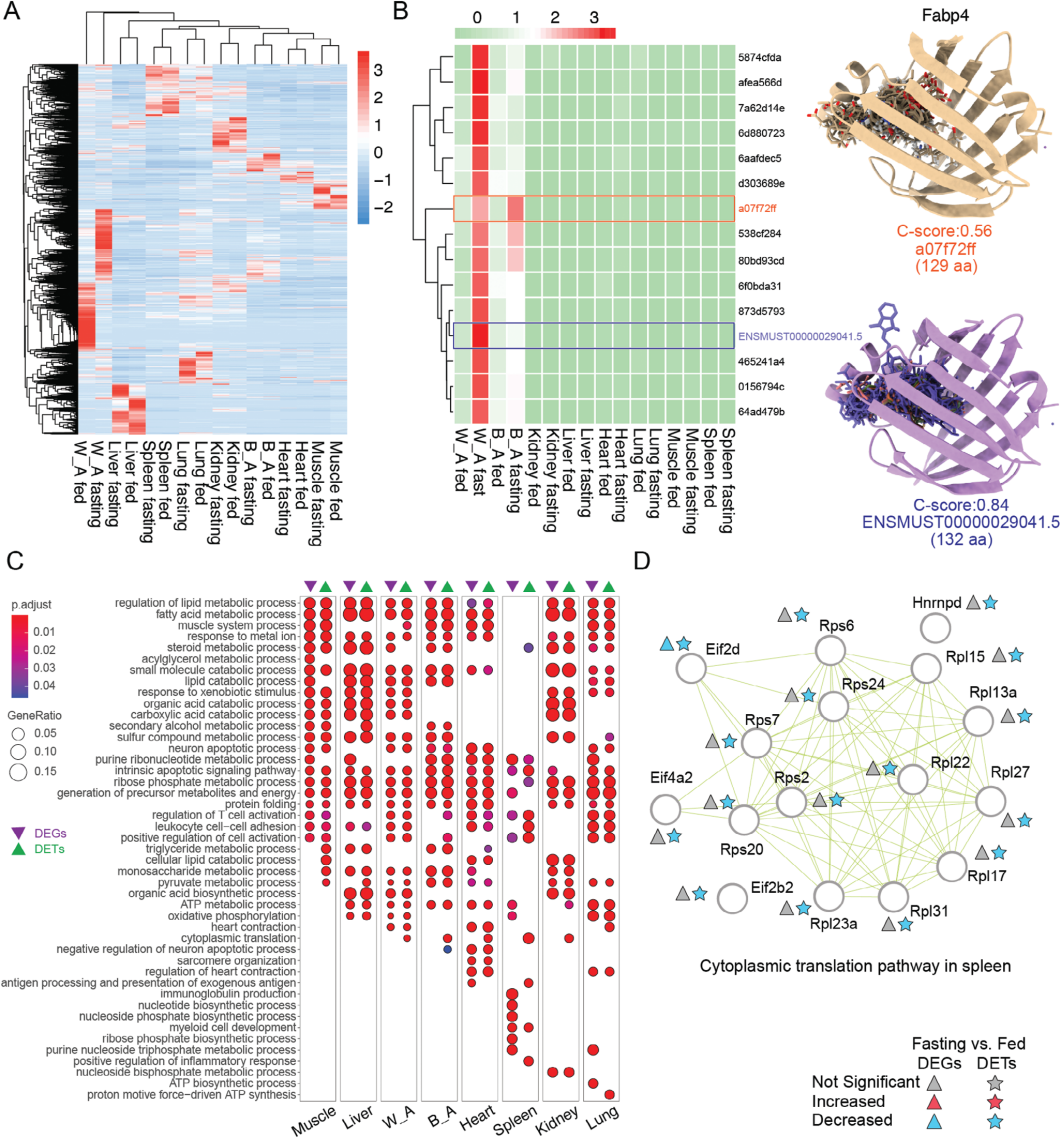
Transcript‐level RNA landscapes revealed by nanopore DRS complement gene‐level information across tissues. A) Heatmap of transcript‐level expression in each sample. B) Left: Heatmap showing the transcript expression levels of Fabp4 in different tissues. The dominant transcripts in white adipose tissue and brown adipose tissue are highlighted. Right: The 3D structure and fatty acid binding capacities of dominant transcripts from white adipose tissue (purple) and brown adipose tissue (brown), predicted by I‐TASSER. C) Comparisons of the top enriched pathways (GO term, Biological Process) for differentially expressed genes (DEGs, purple) and differentially expressed transcripts (DETs, green) in different tissues during fasting treatments from DRS. D) Gene network illustrating changes in gene‐level and transcript‐level expression within the triglyceride metabolic process pathway in muscle tissue during fasting treatment. In the network, DEGs are marked with triangles, and DETs with pentagons. All the DEGs and DETs were from the DRS. Upregulated entities are indicated in red, downregulated entities in blue, and those without significant changes are marked in gray.

### 2.4 Polyadenylation Variabilities Across Different Tissues

Emerging evidence underscores the vital roles of Poly(A) tail length in mRNA quality control, serving as a signal for both mRNA degradation and translation,^[^ ^18^ ^]^ but our systematic understanding of Poly(A) tail dynamics across different organs remains limited.^[^ ^19^, ^20^ ^]^ Leveraging poly(A)‐enriched Nanopore DRS technology, it is now feasible to detect the length of native RNA poly(A) tails.^[^ ^21^ ^]^ Poly(A) tail lengths exhibit distinct distribution patterns across various tissues. For instance, lungs have the longest average Poly(A) tail length, ≈100 nucleotides, whereas hearts have the shortest, ≈70 nucleotides (**Figure** **5**A and Table S8, Supporting Information). Additionally, during fasting treatment, about half of the tissues exhibited overall changes in Poly(A) tail length, with variations observed across different tissues. Relative to the fed condition, Poly(A) tail lengths increase in the lungs, liver, and kidneys under fasting, but decrease in white adipose tissue (Figure 5A). Further analysis of transcripts that undergo significant Poly(A) length changes shows that in lungs, liver, muscles, and kidneys, the majority of significantly altered transcripts increase, while in tissues like adipose, there is a predominant decrease (Figure 5B; Figure S9A and Table S9, Supporting Information). Research shows that the length of the Poly(A) tail correlates with translation efficiency, with longer Poly(A) tails leading to more efficient mRNA translation.^[^ ^22^ ^]^ Taking the liver as an example, under fasting conditions, transcripts with reduced Poly(A) tail lengths are enriched in the fatty acid metabolic process. Conversely, transcripts with increased lengths are enriched in pathways involved in the generation of precursor metabolites and energy (Figure S9B, Supporting Information). This may relate to the liver suppressing fat synthesis under fasting conditions to increase energy output. Interestingly, the changes in Poly(A) tail length of the same transcripts under fasting treatment can vary between different tissues. For example, the transcript ENSMUST00000025563.7 of Ferritin Heavy Chain 1 (Fth1), a key regulator of iron metabolism,^[^ ^23^ ^]^ showed a significant increase in Poly(A) tail length in the liver, while in white adipose tissue, it significantly decreased (Figure 5C). Additionally, different transcripts of the same gene exhibit variations in Poly(A) tail length. For example, one transcript of Solute Carrier Family 1 Member 5 (Slc1a5),^[^ ^24^ ^]^ ENSMUST00000108496.8 (blue, forming a 556 aa protein), has a significantly shorter Poly(A) tail length compared to another transcript, ENSMUST00000127401 (red, forming a 433 aa protein), in both white and brown adipose tissues. This suggests that differences in Poly(A) tail length among transcripts may be an important mechanism for regulating the functions of transcripts within a gene (Figure 5D). Similarly to the DETs results, transcripts with changes in Poly(A) tail length are involved in pathways that not only share functions with DEGs but also provide significant supplementary roles. For example, in white adipose tissue, transcripts with significant changes in Poly(A) tail length are notably enriched in the Oxidative phosphorylation pathway compared to DEGs (Figure S9C, Supporting Information). Moreover, in this pathway, most genes do not exhibit significant changes at the gene level but show a reduction in Poly(A) tail length, suggesting an important regulatory role of Poly(A) tail length dynamics in white adipose tissue within this pathway (Figure 5E). The above results reveal the dynamics of Poly(A) tail length in different tissues and among different transcripts within the same gene, supporting their essential role in metabolic regulation.

**Figure 5:**
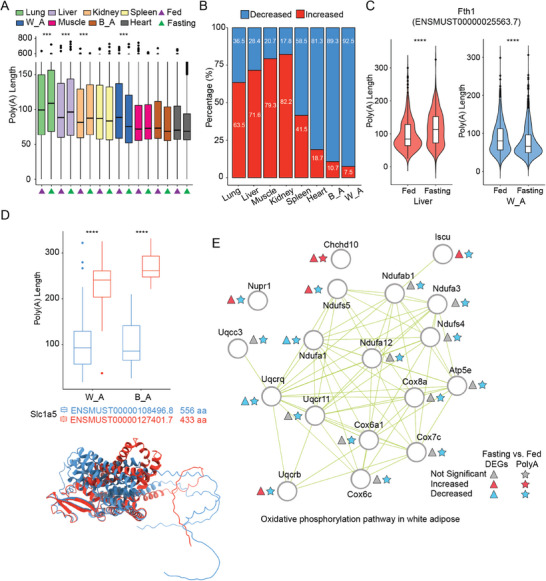
Polyadenylation variabilities across different tissues. A) Boxplot of Poly(A) tail length distribution in each sample. Different tissues are indicated by different colors, and fasting and fed treatments are marked with different colored triangles at the bottom. Significant differences are denoted with ***p<0.001, determined by a two‐tailed unpaired Student's t‐test comparing fasting and fed treatments in each tissue. B) Percentage of transcripts with significantly increased and decreased Poly(A) tail lengths in different tissues in response to fasting treatment. Significant shifts in Poly(A) tail lengths were determined using a cutoff of length changes greater than 10 nucleotides and a p‐value less than 0.05. C) Violin plot showing the Poly(A) tail length of the Fth1 transcript ENSMUST00000025563.7 in liver and white adipose tissue under fed and fasting treatments. ****p<0.0001, two‐tailed unpaired Student's t‐test. D) Top: Boxplot displaying the Poly(A) tail lengths of two different transcripts of Slc1a5 under fed conditions: ENSMUST00000108496.8 (blue) and ENSMUST00000127401.7 (red), in white and brown adipose tissues respectively. Bottom: 3D protein models of ENSMUST00000108496.8 (blue, 556 amino acids) and ENSMUST00000127401.7 (red, 433 amino acids) as predicted by AlphaFold2. E) Gene network of changes in gene‐level and Poly(A) tail length changes within the oxidative phosphorylation pathway in white adipose tissue during fasting treatment.

### 2.5 Metabolic Responsive Dynamics of RNA m6A Modification Across Tissues

Growing evidence supports that RNA N6‐methyladenosine (m6A) modifications play a pivotal role in regulating RNA processing, stability, and translation.^[^ ^25^, ^26^ ^]^ However, little is known about the systemic changes in m6A modifications across different tissues in response to metabolic challenges. Nanopore DRS has been shown to be highly effective in detecting native RNA modifications in biological samples, offering significant sensitivity and specificity.^[^ ^27^, ^28^, ^29^ ^]^ Utilizing this capability of DRS, we further analyzed the m6A modification patterns of transcripts across different tissues. M6A modifications in various tissues primarily occur in the CDS and 3′ UTR regions, with the modification locus distribution being similar across all tissues except for the spleen. In the spleen, m6A modifications in the 3′ UTR region are relatively farther from the 3′ end compared to other tissues (**Figure** **6**A). By comparing the frequency of m6A modifications across different tissues, we observed significant variations in m6A modification patterns among them. Some tissues, such as white adipose tissue and lungs, have relatively similar modification patterns, while others, like the spleen, show significant differences compared to other tissues (Figure S10A, Supporting Information). These findings are also supported by PCA analysis of m6A modification frequencies across tissues. The PCA analysis revealed that tissue samples cluster well according to tissue type, reflecting the tissue specificity of m6A modifications (Figure 6B and Table S10, Supporting Information). Furthermore, taking the spleen as an example, we found that m6A modifications are relatively evenly distributed across all chromosomes. Consistently, sample similarities of m6A modifications results showed that different tissues exhibited significant differences in m6A modification patterns. For instance, white adipose tissue and lungs displayed relatively similar modification patterns, while tissues like the spleen showed significant differences compared to others (Figure 6C). Additionally, the majority (>60%) of the modifications are common to both fed and fasting conditions, but there are also unique modification sites specific to each condition (Figure 6D). This suggests an important regulatory role for m6A modifications during fed and fasting states. Compared to the gene‐level changes in DEGs, m6A modifications provide another dimension of information about RNA changes. We further analyzed m6A modifications under fasting and fed conditions and compared them with the pathways enriched by DEGs. The results show that significantly changed m6A modifications share many pathways with DEGs, but also point to some unique pathways. For example, in muscle, both DEGs and significantly changed m6A modifications are remarkably enriched in muscle function‐related pathways, such as muscle system processes. Additionally, m6A modifications are also enriched in important functional pathways, such as protein folding and fatty acid metabolism (Figure S10B, Supporting Information). Meanwhile, changes in m6A modifications of genes in response to metabolism vary across different tissues (Table S11, Supporting Information). Taking Adiponectin, C1Q, and Collagen Domain Containing (Adipoq) as an example, which is involved in the control of fat metabolism and insulin sensitivity,^[^ ^30^ ^]^ multiple m6A modification sites exist in its region on chr16:23157327‐chr16:23 157 528, and these modifications significantly increase in white adipose tissue under fasting conditions, although there is no significant change at the gene level. In contrast, in brown adipose tissue, there is neither a change in gene expression level nor in m6A modifications (Figure 6E). These results demonstrate the divergence in m6A modifications across different tissues and their varying responses to metabolic challenges, suggesting that m6A modifications may play an important role in metabolic functions in different tissues.

**Figure 6:**
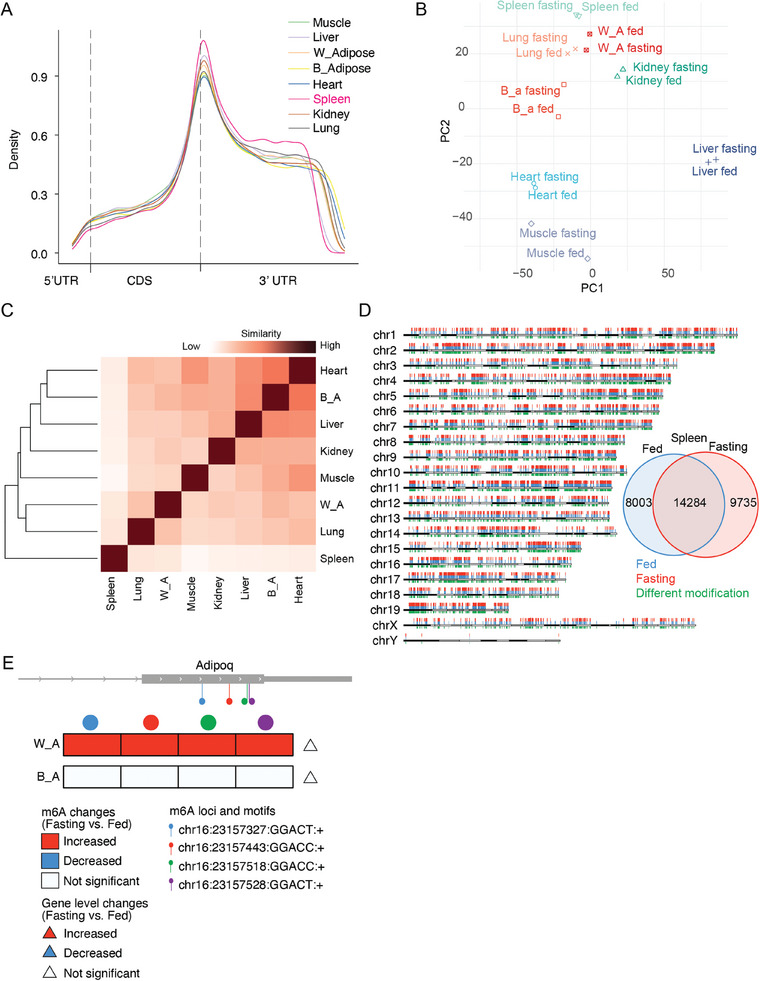
Metabolic responsive dynamics of RNA m6A modification across tissues. A) Metagene analysis showing the distribution of modifications along the gene body in different tissues. The MetaPlotR pipeline was used to evaluate the distribution of m6A modifications within the gene bodies of known protein coding genes based on the GENCODE vM24 reference annotation. B) PCA plot of m6A modification events across different tissues with different treatments. C) Heatmap displaying the similarities of m6A modifications across various tissues. Clustering was performed using a distance matrix derived from Z‐score normalized m6A frequency data. Each matrix element represents the pairwise distance between two samples, with distance inversely reflecting similarity—samples with lower distances share more similar m6A modification profiles. D) Top left: Distribution of m6A modification sites in spleen tissue for fed (blue) and fasting (red) conditions, with differences highlighted in green. Bottom right: Venn diagram showing the overlap of m6A modifications between the fed and fasting treatments. E) Top: A schematic diagram illustrating the loci of m6A modifications on the Adipoq gene body. Bottom: A heatmap displaying significant changes in m6A modifications during fasting treatment in the Adipoq gene body in white and brown adipose tissues. Different modification loci are represented as circles in various colors on the heatmap. The m6A modification changes are depicted within the heatmap, with DEGs indicated by triangles displayed on the right side of the heatmap. Increases are depicted in red, decreases in blue, and no significant changes in white.

## 3 Discussion

The primary focus of this study is to delineate the tissue‐specific RNA metabolic landscapes in response to fasting, utilizing the integrative approach of nanopore DRS combined with short‐read RNA‐Seq and ATAC‐Seq. Unlike previous nanopore DRS studies that often focused on a single organ, we simultaneously analyzed multiple key mouse organs under two feeding conditions. This approach allowed us to compare not only tissue‐specific expressions but also the regulatory mechanisms specific to each tissue.

In our study, short‐read RNA‐seq and ATAC‐Seq provided comprehensive insights into the gene‐level changes and transcriptional regulation across different tissues under identical metabolic conditions. These technologies allowed us to map the broad landscape of gene expression and chromatin accessibility, revealing essential pathways and regulatory mechanisms at play during fasting. However, despite their broad utility, short‐read RNA‐seq primarily captures gene‐level changes, which may not fully represent the complexity of RNA processing and regulation. Nanopore DRS we utilized in this work demonstrated several advantages over traditional RNA‐seq. First, nanopore DRS does not rely on existing annotations and allows us to discover all detectable transcripts, which we used to build novel annotations of the transcriptomes of key mouse organs. Second, nanopore DRS allows for the detection of full‐length transcripts, providing a deeper understanding of transcriptomic dynamics that traditional methods might miss. One of the standout findings from using DRS is the discovery of tissue‐specific transcripts, many of which are novel and not cataloged in existing genomic databases. Our further analyses suggest that many of these tissue‐specific transcripts result from unique patterns of alternative splicing that are specific to each tissue type. In terms of functional implications, changes at the transcript level, as revealed by DRS, offer additional insights that extend beyond gene‐level variations. For example, different transcripts of the Fatty Acid Binding Protein 4 (Fabp4) are differentially activated in various tissues, potentially playing distinct roles in metabolic processes specific to each tissue. In muscle tissue, while the majority of gene‐level expressions within the triglyceride metabolic process pathway show no significant change, the transcript‐level variations are profound and indicative of regulatory mechanisms at work that are not apparent at the gene level. Moreover, DRS has uncovered post‐transcriptional modifications that add another layer of regulation, such as the dynamics of Poly(A) tail length and m6A modifications. These findings illustrate significant tissue‐specific differences in Poly(A) tail lengths and their changes in response to fasting, highlighting the importance of transcript‐level regulation in metabolic responses. For example, the Poly(A) tail length of transcripts shows significant variability between different tissues and even between different transcripts of the same gene within a tissue, suggesting a finely tuned mechanism of mRNA stability and translation efficiency that responds to metabolic needs. Additionally, DRS has revealed that m6A RNA modifications also exhibit strong tissue specificity, underscoring the critical role of these modifications in tissue‐specific regulatory processes. The varied m6A modification patterns across tissues and their changes in response to fasting conditions suggest that m6A modifications play significant roles in the metabolic adaptation and regulatory landscape of different tissues. Overall, these results highlight that DRS provides a comprehensive atlas of RNA metabolic responses across various tissues, offering new insights into the complex regulatory networks at play during metabolic challenges. This level of detail enhances our understanding of the molecular mechanisms underlying tissue‐specific metabolic adaptations and offers new perspectives on the metabolic basis of organ function.

This study unveils RNA metabolic landscapes across various tissues during fasting but faces inherent limitations that necessitate further exploration. The metabolic challenge employed here is limited to fasting—a fundamental but singular type of metabolic stress.^[^ ^31^, ^32^ ^]^ Extending the research to include a variety of metabolic conditions and disease models would provide a broader, more comprehensive view of how RNA metabolism responds across tissues under different physiological stressors. The use of the C57BL/6 mouse strain, while beneficial due to its extensive characterization and common usage in research, introduces limitations due to genetic uniformity. Diverse genetic backgrounds in mice can influence the metabolic response to metabolic challenges and other stresses, suggesting that incorporating multiple strains could reveal a richer array of metabolic responses and regulatory mechanisms.^[^ ^33^, ^34^ ^]^ This approach would enhance the generalizability of the findings and help uncover genetic factors that may influence RNA metabolism. Additionally, the application of findings from mouse models to human studies presents some gaps, mainly due to physiological and metabolic differences between species.^[^ ^35^ ^]^ Furthermore, we used the GENCODE annotation as the reference database to identify novel transcripts and genes, as it integrates data from multiple sources to ensure accuracy and includes a broad range of verified gene annotations.^[^ ^36^, ^37^ ^]^ However, there is still the possibility that some of the novel transcripts we identified have been reported by other sources. Despite these differences, the insights gained from studying RNA metabolism in mouse organs under controlled experimental conditions provide a valuable framework. This framework can inform hypotheses and experimental designs in human metabolic research, although direct comparisons and translations must be approached with caution. We hope our work will not only advance the understanding of the metabolic basis of organ function in mouse models but also serve as a foundational reference for extending these studies to human metabolic research.

## 4 Experimental Section

### Animals

All procedures involving animals were conducted in strict accordance with the guidelines approved by the National Heart, Lung, and Blood Institute (NHLBI) Animal Care and Use Committee (approved animal protocol number H‐0248). Male C57BL/6 mice, sourced from the Jackson Laboratory, were acquired at 12 weeks of age. The mice were housed in groups of three per cage, with unrestricted access to water and a standard chow diet consisting of 24% kcal from protein, 14% kcal from fat, and 62% kcal from carbohydrates (NIH‐31, Harlan Teklad). Prior to the commencement of experiments, the animals were allowed a minimum acclimatization period of 10 to 14 days under these housing conditions. For the experimental treatments involving fasting and fed states (n = 3 per group), the mice were either provided with continuous access to food or subjected to a 24 h fasting period before euthanasia at 10 am for tissue collection. The tissues harvested included muscle, liver, heart, lungs, both white and brown adipose tissues, spleen, and kidney. These tissues were immediately preserved in liquid nitrogen post‐sacrifice to maintain their integrity for subsequent analyses.

### RNA Extraction

Tissue samples from the same experimental group were pooled equally and ≈15–40 mg of pooled frozen tissue powder was homogenized 20–25 times in a Dounce homogenizer with 1.2 ml of Trizol reagent (Invitrogen, Catalog No. 15 596 018) on ice. The homogenized samples were then transferred to new 2 ml nuclease‐free Eppendorf (EP) tubes and allowed to incubate on ice for 5 min. Following incubation, the lysates were centrifuged at 10 000 x g for 2 min at 4 °C. Subsequently, 1 ml of each supernatant was carefully transferred to new nuclease‐free 1.5 ml EP tubes. To each sample, 200 µl of chloroform per ml of supernatant was added, followed by gentle mixing. The mixtures were allowed to stand at room temperature for 5 min before being centrifuged at 12 000 x g for 10 min at 4 °C. Post‐centrifugation, 500 µl of the upper aqueous phase was transferred to new EP tubes. To this, 500 µl of isopropanol was added, and the samples were mixed gently and incubated at room temperature for 15 min. The samples were then centrifuged at 12 000 x g for 10 min at 4 °C, after which the supernatants were discarded. The RNA pellets were washed with 500 µl of 75% ethanol and centrifuged at 12 000 x g for 5 min at 4 °C. After discarding the supernatant, the washing step was repeated. The RNA pellets were either stored in 75% ethanol at −80 °C or processed further by removing the supernatants and air‐drying for 10 min. The dried RNA pellets were then resuspended in 100 µl of nuclease‐free water and used immediately for further analyses.

### RNA Purification, Short‐Read RNA‐Seq and Analysis

RNA samples extracted using the Trizol method were further purified with the MagMAX RNA extraction kit from Thermo Fisher Scientific (Catalog No. AM1830) to ensure high‐quality RNA for sequencing. For the construction of strand‐specific sequencing libraries, the Illumina TruSeq RNA Sample Prep Kit was employed. Subsequent paired‐end sequencing with a read length of 100 base pairs was conducted at the NHLBI DNA Sequencing and Genomics Core. Each sample was guaranteed a minimum yield of 100 million reads to ensure comprehensive coverage and depth of sequencing data.

The short‐read RNA‐Seq process was outlined in a previous study.^[^ ^35^ ^]^ Initially, raw FASTQ read files were processed for quality improvement using the fastp/0.23.2 tool, followed by quality checks performed with FastQC/0.11.8. Reads alignment was conducted using HISAT2/2.2.1.0 against the GRCm38 mouse genome, and the resulting alignments were quantified using featureCounts (subread/2.0) based on the mouse GENCODE vm24 annotation. 

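The count table holds 55385 genes, of which 37084 had at least 1 count in the 16 libraries. Its gene identifiers were matched to symbols through the annotation available here, which is an older GENCODE release of the same genome build, and 55144 matched once the version suffix was left off. The table gives the positions of each gene's exons, so coordinates are those of GRCm38 as the authors counted them. The 37 genes of the mitochondrial chromosome had 0 counts in all 16 libraries, so CPM values are relative to a total without mitochondrial transcripts. The libraries were strand-specific, but the paper's text does not name whether reads or read pairs were counted, nor whether the strand was used in counting. Genes that overlap another gene on the opposite strand are therefore uncertain. Rn7sk, a short nuclear RNA without a poly(A) tail, took between 0.48% (fed muscle) and 2.06% (fasting spleen) of the counts.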

Differential gene expression analysis was performed using Fisher's exact test on a gene‐by‐gene basis.^[^ ^38^, ^39^, ^40^ ^]^ The expression levels were normalized to counts per million (CPM). The fold change (FC) between fasting and fed conditions was calculated as (CPM _fasting_+0.01)/ (CPM _fed_+0.01). 

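The 2 criteria selected different genes. Between 4252 genes (spleen) and 10238 genes (white adipose tissue) had a p-value under 0.01 in Fisher's exact test on the 2 libraries of a tissue, and between 10129 and 15358 genes in the same tissues changed by more than 0.5 on the log2 scale. Between 3086 genes (heart) and 5028 genes (lung) passed the p-value alone, because at these depths the test separates small changes of highly expressed genes. With 1 library per treatment, the test holds the counting error of the reads and no variation between mice or libraries. Genes under 1 CPM in both libraries made up 4.0% (brown adipose tissue) to 11.8% (lung) of the called genes. A change of more than 1 on the log2 scale was reached by 3334 of the called genes in white adipose tissue and by 482 in spleen.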

A threshold for significant differential expression was set at a log2(FC) greater than 0.5 and a p‐value less than 0.01 across the compared groups.

### RT‐qPCR Analysis

Fresh RNA was extracted and purified from liver, white adipose, and kidney tissues from three mice per group, as described. For reverse transcription, the SuperScript III First‐Strand Synthesis System (Invitrogen, Cat. 11 752 250) was used with 500 ng of RNA. Quantitative real‐time RT‐PCR was conducted using a ViiA 7 Real‐Time PCR System (Applied Biosystems Inc.), with Actb as the internal control to measure the expression levels of the novel genes. The PCR program consisted of an initial enzyme activation step of 2 min and 30 s at 95 °C, followed by 40 cycles of 15 s at 95 °C and 1 min at 60 °C. A melting curve analysis was performed to verify the specificity of the PCR products. The full primer sequences used were provided in Table S12 (Supporting Information).

### ATAC‐Seq Library Preparation, Sequencing and Analysis

Tissue powder from each organ of the same experimental group was pooled in equal proportions. The nuclei isolation, as previously described,^[^ ^6^ ^]^ involved processing ≈40 mg of pooled tissue powder per run. The tissue was homogenized, filtered, and centrifuged to separate supernatants. Iodixanol solutions (Sigma‐Aldrich, Cat. D1556) were used to create density gradients for further centrifugation. The top layer containing nuclei was isolated and the nuclei were resuspended. After another centrifugation step, the nuclear pellet was treated with a mixture containing transposase (Illumina, Cat. 20 034 210) and incubated. DNA was then purified using the MinElute Reaction Cleanup Kit (Qiagen, Cat. 28 206) and either stored at −80 °C or used for ATAC‐Seq library preparation. The generation of ATAC‐Seq DNA libraries was conducted following the Kaestner lab's pipeline.^[^ ^41^ ^]^ After purification, DNA samples were amplified using TruSeq i7 index primers (Illumina) through PCR. Subsequent purification and size selection of the amplified DNA were carried out using AMPure XP beads (Beckman Coulter, Cat. A63881), which helped remove primer dimers and any fragments exceeding 1000 bp. The quality and quantity of the library were assessed using a Bioanalyzer and Qubit respectively, ensuring optimal library preparation. Finally, the prepared library was sequenced at the NHLBI DNA Sequencing and Genomics Core.

The processing of raw FASTQ reads was carried out using the established pipeline from the Kundaje Laboratory, available at https://github.com/kundajelab/atac_dnase_pipelines. This pipeline involves several steps crucial for high‐quality data analysis, starting with adapter trimming to prepare the reads. Subsequently, the trimmed reads were aligned to the genome using Bowtie2, employing the same reference genome configuration as in the humanized mouse short‐read RNA‐Seq analysis. Post‐alignment, reads were further refined by removing unmapped reads and duplicates to ensure that only high‐quality, unique reads were used for downstream analysis. Peak calling was performed using MACS2, which identified regions of open chromatin based on the filtered reads. Significant chromatin open regions were defined by a false discovery rate (FDR) Q‐value of less than 0.01, highlighting areas of potential regulatory activity. The identified peaks of these open regions were annotated and visualized using the R package ChIPseeker/3.19.^[^ ^42^ ^]^

Transcription factor (TF) motif enrichment and activity analysis were carried out using HOMER/4.11.1, specifically the findMotifsGenome.pl function, with a motif length set to 8 nucleotides.^[^ ^43^ ^]^ The motifs identified as enriched were ranked according to their p‐values, and the top five motifs for each organ were selected for visualization on dot plots. To further analyze the TF regulatory activities in the identified open chromatin regions, the HINT‐BC/0.13.2 software was employed, utilizing its “footprinting” function.^[^ ^44^ ^]^ This tool helps in detecting TF binding sites based on the specific patterns of protection against nuclease activity, indicative of TF binding. Additionally, differential activity between two conditions was analyzed using the “differential” function of the same software, employing default settings. The significance of the TF activities was assessed, sorted by p‐value, and the top five transcription factors for each organ were again selected for representation on dot plots.

### Nanopore Direct RNA Sequencing (DRS)

The DRS was performed following the protocol previously described.^[^ ^6^ ^]^ Initially, 75 µg of RNA, isolated via the Trizol method, was diluted to 100 µL with nuclease‐free water. The polyadenylated RNA species were then selectively extracted using the Dynabeads mRNA Purification Kit (Invitrogen, Cat. 61 006) as per the manufacturer's guidelines. Once purified, the polyadenylated RNAs were resuspended in nuclease‐free water. The quality and quantity of the RNAs were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). For sequencing, 500 ng of the isolated polyadenylated RNAs were prepared for Nanopore direct RNA sequencing following the protocol of the Oxford Nanopore Technologies (ONT) SQK‐RNA002 kit, including an optional reverse transcription step as recommended by ONT. The libraries were loaded onto ONT R9.4 flow cells and sequenced on the GridION platform using the standard MinKNOW/19.12.5 protocol script.

### Isoform‐Identification of DRS

The analysis flow was performed as previously described.^[^ ^21^, ^45^ ^]^ The ONT Guppy software/2.1.0 served as the basecalling platform for the DRS data, converting raw signals into readable sequences. Subsequently, the generated FASTQ files were aligned to the GRCm38 mouse genome using minimap2 /2.17, with specific parameters (“‐ax splice ‐uf ‐k14”) optimized for splice alignment. Further analysis was carried out using the FLAIR pipeline (https://flair.readthedocs.io/en/latest/), with certain adaptations to enhance isoform detection. The process began by excluding reads that exhibited deletion lengths greater than 100 nucleotides. Only reads whose 5′ ends overlapped with chromatin open regions, as identified by ATAC‐Seq data, were considered for further analysis. The accuracy of splice‐site boundaries in DRS reads was improved using the FLAIR “correct” module by aligning them with corresponding short‐read splice junctions. This module applies a default 15 base pair threshold for validating long‐read splice sites, meaning that a splice site from long‐read data is considered valid if a corresponding splice junction from short‐read data is found within ±15 base pairs. A splice junction was only accepted if it was supported by at least three uniquely mapping short reads, ensuring the reliability of the splicing data. The final step in the analysis involved using the default settings of the FLAIR “collapse” function to compile and annotate the DRS isoforms across all organs or targeting a specific organ.

### Isoform Comparison

The reference annotations for the analysis were sourced from the GENCODE database (GENCODE vM24). DRS data and these public reference annotations were compared using GffCompare, available at https://github.com/gpertea/gffcompare, employing default settings as cited in reference.^[^ ^8^ ^]^ The comparison outputs were summarized in a GTF file, where the “class code” attribute was crucial for categorizing the transcripts/isoforms. Transcripts that received a class code of “ = ” were identified as matched transcripts, indicating their intron chains were exactly consistent with those in the reference annotations. Conversely, transcripts assigned class codes of “m, j, o, x, i, y, or u” were considered novel or different, signifying variations in isoform structures compared to the reference. These codes indicate varying degrees of discrepancy from the reference, such as alternative splicing or intron retention. Transcripts classified with codes “c, k, n, e, s, p, or r” were labeled as “others”, characterized by partially matching splicing sites or no direct overlap with the reference annotation, indicating partial similarities or significant discrepancies. Particularly, transcripts with a “u” class code were categorized as representing novel genes, as they showed no overlap with any existing genes in the reference database (GENCODE vM24). Additionally, by comparing annotations across different tissues, tissue‐specific transcripts were defined as those that differ from transcripts in any other tissues.

### Transcript Differential Expression and Alternative Splicing Analyses of DRS

The quantification of Nanopore reads relative to the DRS annotations was conducted using the FLAIR “quantify” function under default parameters. For this process, only alignments with quality scores of 1 or greater were considered for counting. Differential transcript expression analysis was then performed utilizing Fisher's exact test to determine statistically significant changes between conditions. Expression levels were normalized to counts per million (CPM), and the fold change (FC) between fasting and fed conditions was calculated as (CPM _fasting_+0.01)/ (CPM _fed_+0.01). A threshold for significant differential expression was established at a log2(FC) greater than 0.5 and with a p‐value of less than 0.01. In addition to differential expression, the FLAIR “diffSplice” function was used to identify four alternative splicing events—Intron Retention (IR), Alternative 3′ Splicing (ALT3), Alternative 5′ Splicing (ALT5), and Exon Skipping (ES)—using the default settings. The SUPPA2 pipeline (https://github.com/comprna/SUPPA) was also employed to characterize additional splicing types, including Alternative First Exons (AF), Alternative Last Exons (AL), and Mutually Exclusive Exons (MX).^[^ ^46^, ^47^, ^48^, ^49^ ^]^ The analysis of these AS events was further refined using “diffsplice_fishers_exact”, which applies Fisher's exact test to assess significance. AS events with a p‐value less than 0.01 were considered significantly altered.

### Protein Structure Prediction, Visualization and Function Prediction

The putative peptide sequences for the transcripts were initially predicted using CPC2 (http://cpc2.gao‐lab.org/index.php) with default parameters.^[^ ^50^ ^]^ Following this, the predicted sequences were subjected to structural modeling using the AlphaFold/2.1.2 (https://github.com/deepmind/alphafold),^[^ ^51^ ^]^ also utilizing default settings. For functional insights into the modeled proteins, I‐TASSER was employed to predict potential ligand binding sites along with the confidence scores (C‐scores) of these predictions.^[^ ^52^ ^]^ All top‐ranked structural models were visualized and compared using ChimeraX version 1.7.

### Gene Ontology (GO), Gene Set Variation Analysis (GSVA) and Gene Set Enrichment Analysis (GSEA) Pathway Enrichment Analyses

The GO term enrichment analysis for Biological Processes (BP) was conducted using the R package clusterProfiler/3.18.0 (https://github.com/YuLab‐SMU/clusterProfiler), applied with its default settings. Gene expression data from both short‐read RNA‐Seq and Nanopore DRS for the fed samples were processed using the R package GSVA/1.38.0 (https://github.com/rcastelo/GSVA),^[^ ^53^ ^]^ which estimates the enrichment signatures of pathways for each sample, providing a non‐parametric, unsupervised method for assessing pathway activity from gene expression data. The resulting GSVA enrichment scores were normalized using z‐score transformation and visualized using the R package pheatmap/1.0.12. Additionally, GSEA analysis was performed using WebGestalt with default settings, based on the sorted gene lists according to their fold changes.^[^ ^54^ ^]^

### Poly(A) Tail Length Analysis of DRS

The estimation of poly(A) tail lengths from DRS data was conducted using the pipeline‐poly(A)‐ng,^[^ ^21^ ^]^ available at https://github.com/nanoporetech/pipeline‐polya‐ng. This tool utilized the transcript sequence data derived from the DRS isoform identification phase as the reference transcriptome. To ensure the reliability of the analysis, reads with a mapping quality below 5 were excluded, while other settings were retained at default values. Further analysis to assess changes in poly(A) tail lengths between different treatment conditions was performed using pipeline‐poly(A)‐diff, accessible at https://github.com/nanoporetech/pipeline‐polya‐diff. This tool compared poly(A) tail lengths across treatments using default parameter settings. Significant shifts in poly(A) tail lengths were determined based on a cutoff of length changes greater than 10 nucleotides and a p‐value less than 0.05.

### m6A Modification Identification and Analysis

The analysis of RNA m6A modifications in Direct RNA Sequencing (DRS) data was conducted using the MINES tool (https://github.com/YeoLab/MINES).^[^ ^55^ ^]^ Initially, DRS reads and their associated modification values were processed using Tombo (https://github.com/nanoporetech/tombo), aligning to a genomic reference (GRCm38/mm10 from GENCODE) under default settings for re‐squiggling and de novo modification detection. To focus on potential m6A sites, a new set of genomic regions was created by extending 10 base pairs on either side of the “A” in the DRACH motifs, which are typically associated with m6A modifications. This extension ensured comprehensive coverage of all relevant areas in the genome containing DRACH motifs. These areas were further filtered to require a minimum coverage of five reads to ensure data reliability. Modification events occurring in fewer than two of the total samples were excluded to minimize false positives. The spatial distribution and aggregation of the modification sites across the genome were analyzed using MetaPlotR (https://github.com/olarerin/metaPlotR) with default settings.^[^ ^56^ ^]^ Briefly, a region annotation file was created to catalog transcript region coordinates (i.e., 5'UTR, CDS, and 3'UTR) using the “size_of_cds_utrs” module with default settings on protein coding genes, as specified by GENCODE vM24 reference annotation obtained from the UCSC Table Browser (http://genome.ucsc.edu/cgi‐bin/hgTables). The “rel_and_abs_dist_calc” module was then applied to characterize m6A modification loci within gene bodies according to this region annotation. The distribution of the modifications in the genome was visualized using the R package karyoploteR/3.19. Differential analysis of m6A modification events was conducted using Fisher's exact test. Significant changes in modifications were identified using a log2 (fold change) cutoff of greater than 0.5 and a p‐value of less than 0.01, pinpointing regions with significant alterations in m6A modification between conditions.

### Principal Component Analysis (PCA)

The DESeq2/3.1.0 package in R was employed for the principal component analysis (PCA) of alternative splicing events and m6A modification coverages. To prepare the data for PCA, the “rlog” function within DESeq2 was used to regularize the log transformation of the data. This regularization step helps to stabilize the variance across the range of values, making the data more amenable for PCA by reducing the influence of extreme values. Following data regularization, the “plotPCA” function from DESeq2 was utilized to perform the PCA. This analysis primarily focuses on reducing the dimensionality of the data, allowing for the exploration of the major patterns of variation and highlighting the most significant components. The results were visualized by plotting the first two principal components, which often capture the largest variation in the dataset. Samples in the PCA plot were color‐coded according to a specified grouping variable, facilitating easy visualization and interpretation of the data clustering and differences based on predefined groups or conditions.

### Statistics

Comprehensive statistical details of the experiments, data analysis, and presentation are provided in the figure legends and the manuscript above. Differential transcript expression analysis was conducted using Fisher’s exact test to identify statistically significant changes between conditions. Analysis of alternative splicing events was performed with the FLAIR “diffsplice_fishers_exact” module, while changes in poly(A) tail lengths between treatment conditions were assessed using the pipeline‐poly(A)‐diff tool (https://github.com/nanoporetech/pipeline‐polya‐diff). Differential analysis of m6A modification events was carried out using Fisher’s exact test. For comparisons between two groups, a two‐tailed unpaired Student's t‐test was applied. All statistical analyses were executed using R (v4.4.1) or Python (v3.12.4). Unless otherwise specified, a p‐value of less than 0.05 was considered statistically significant.

### Study Approval

All animal experiments were conducted following the guidelines approved by the National Heart, Lung, and Blood Institute (NHLBI) Animal Care Committee.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supplemental Tables

## Data Availability

The source data underlying the figures, supplementary tables, and supplementary figures are provided as a Source Data file. The raw sequencing data can be accessed at GEO through the accession numbers: GSE267280 for RNA‐Seq data (reviewer private token: cjmpamukpbmtdib), GSE267279 for ATAC‐Seq data (reviewer private token: mbwfcosqrbsphix), and GSE267281 for nanopore direct RNA sequencing data (reviewer private token: ylezosuchxqvnwv). All data is available from the corresponding author upon reasonable request.

# Supplementary material for: Unveiling Tissue‐Specific RNA Landscapes in Mouse Organs During Fasting and Feeding Using Nanopore Direct RNA Sequencing
**Source:** Adv Sci (Weinh). 2024 Dec 16;12(5):2408054. doi: 10.1002/advs.202408054
**Supplement:** Supplementary file 1 — Supporting Information

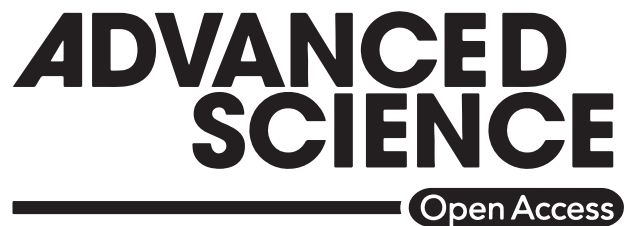

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202408054

Unveiling Tissue-Specific RNA Landscapes in Mouse Organs During Fasting and Feeding  
Using Nanopore Direct RNA Sequencing

*Chengfei Jiang, Ping Li and Haiming Cao\**

Supporting Information

**Unveiling Tissue-Specific RNA Landscapes in Mouse Organs During Fasting and Feeding Using Nanopore Direct RNA Sequencing**

*Chengfei Jiang, Ping Li and Haiming Cao\**

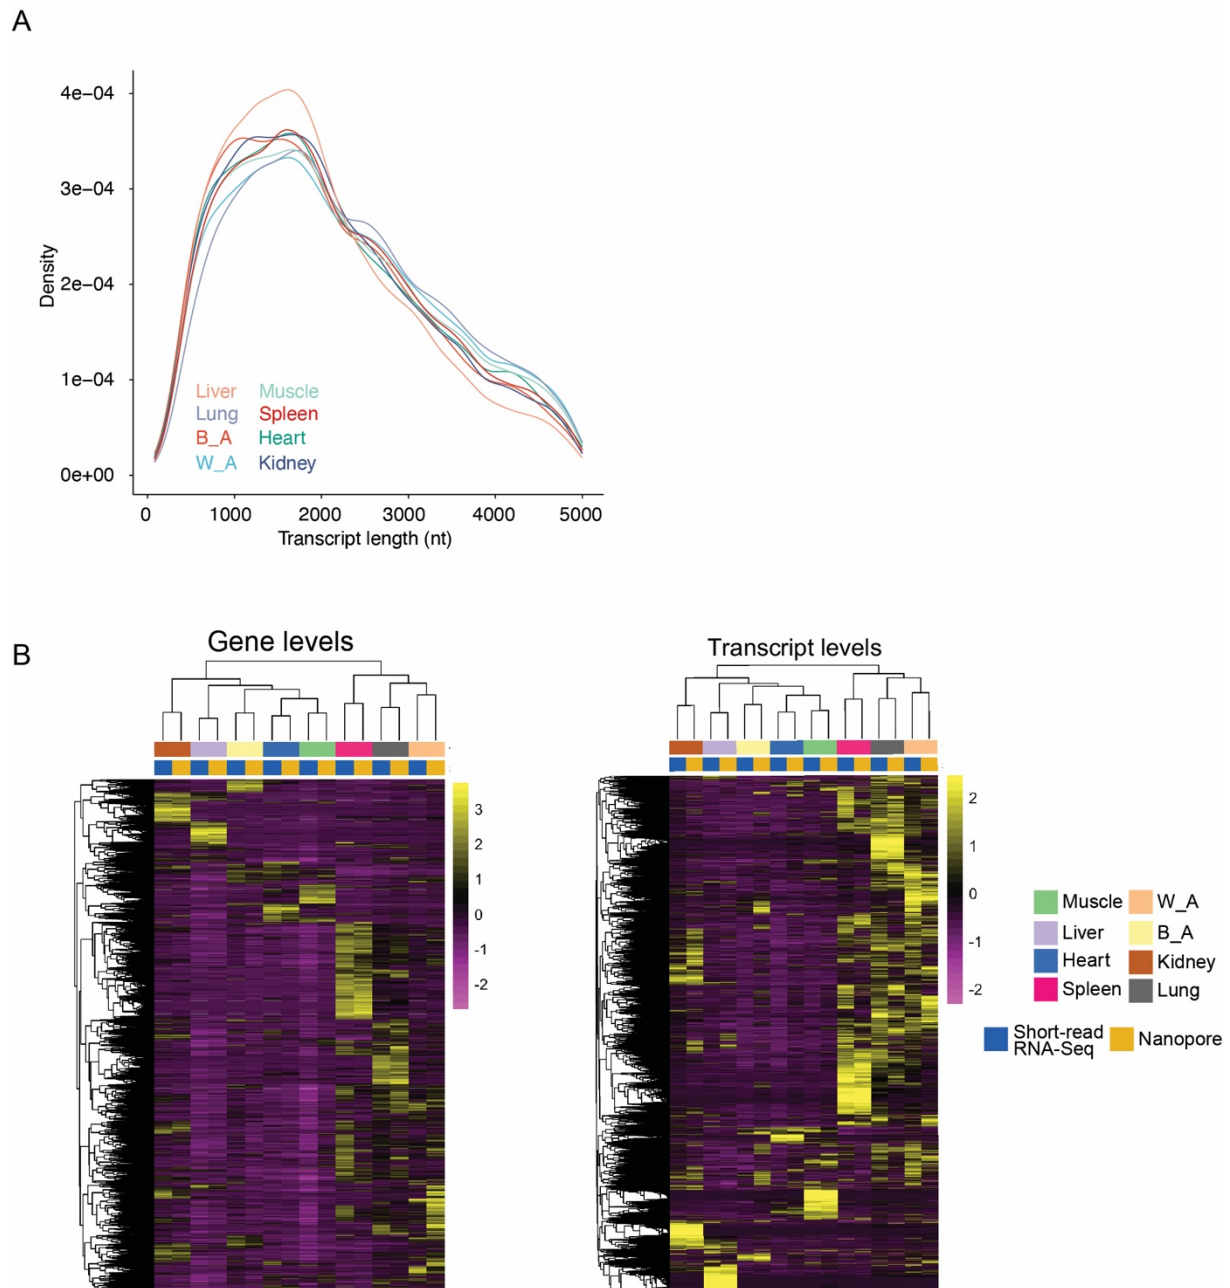

**Figure S1** Tissue-specific RNA landscapes revealed by Nanopore direct RNA sequencing (DRS)

(A) Length distribution of DRS transcripts ranging from 0 to 5000 nucleotides in different tissues. 

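Genes that are typical of single tissues were the highest in the fed short-read library of that tissue. The CPM of short lists of such genes, written before the counts were seen, was summed per library. The 10 hepatocyte genes summed to 117623 CPM in fed liver and to 1299 CPM in kidney, the next highest tissue, with Alb at 63761 CPM and Apob at 20066 CPM in liver. The 10 genes of fast skeletal muscle summed to 157009 CPM in muscle, of which Myh4 held 69875 CPM and Acta1 24269 CPM, and to 2803 CPM in brown adipose tissue. In heart, the 7 cardiomyocyte genes summed to 45018 CPM, led by Myh6 (30767 CPM) and Tnnt2 (5362 CPM), against 1077 CPM in lung. The 8 kidney tubule genes reached 31510 CPM in kidney, with Kap at 17943 CPM and Slc34a1 at 5066 CPM, and at most 64.7 CPM in the other tissues. The 7 genes of lung epithelium reached 29052 CPM in lung, with Scgb1a1 at 13119 CPM and Sftpc at 5835 CPM, and at most 62.7 CPM elsewhere. The 10 B cell genes reached 9950 CPM in spleen, with Ighm at 4880 CPM and Ms4a1 at 883 CPM, and 522 CPM in lung. Adipocyte genes were shared by the 2 adipose tissues. The 10 genes of that list summed to 25308 CPM in white adipose tissue (Cfd 8052 CPM, Fabp4 5635 CPM) and to 13575 CPM in brown adipose tissue. The 5 genes of brown adipocytes summed to 5224 CPM in brown adipose tissue, with Ucp1 at 3132 CPM and Cidea at 1838 CPM, and to 541 CPM in liver. These are sums from 1 library per tissue.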

(B) Heatmap displaying gene-level (left) and transcript-level (right) expression data from different fed tissue samples, derived from both short-read RNA-Seq and DRS.

A

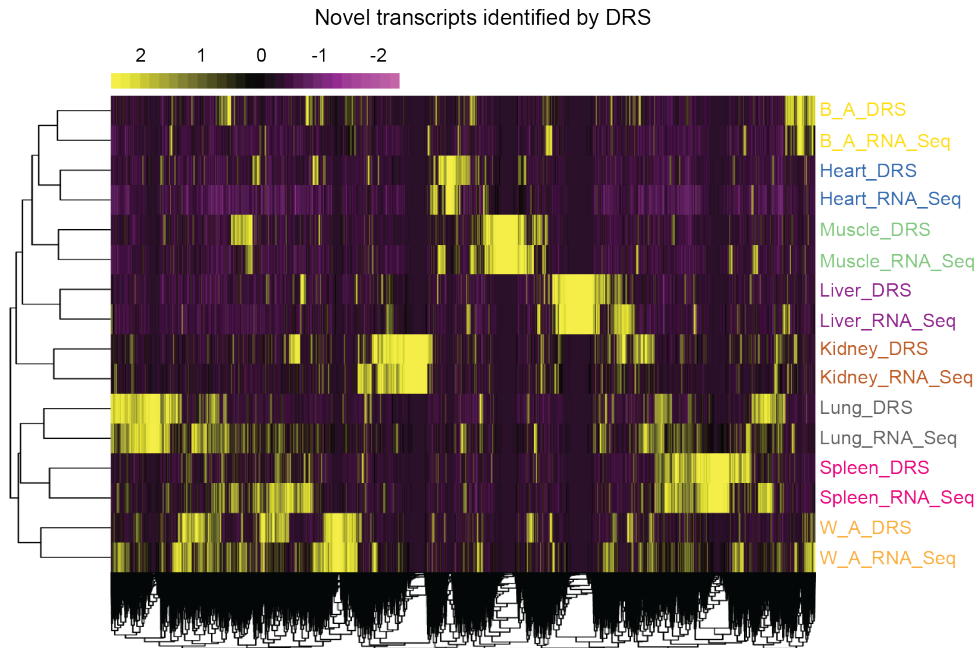

B

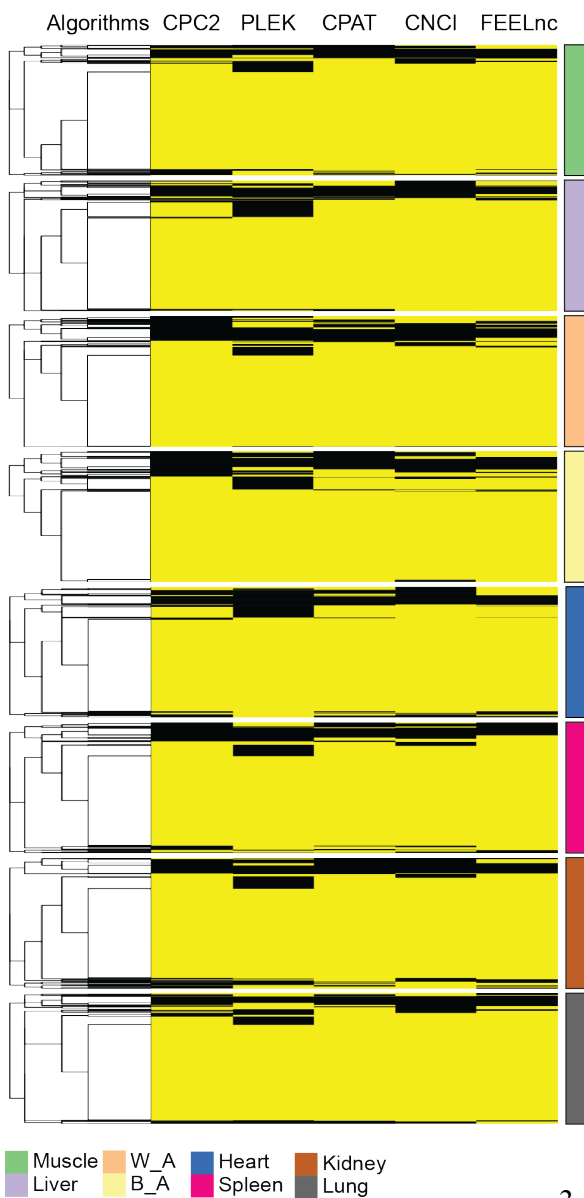

C

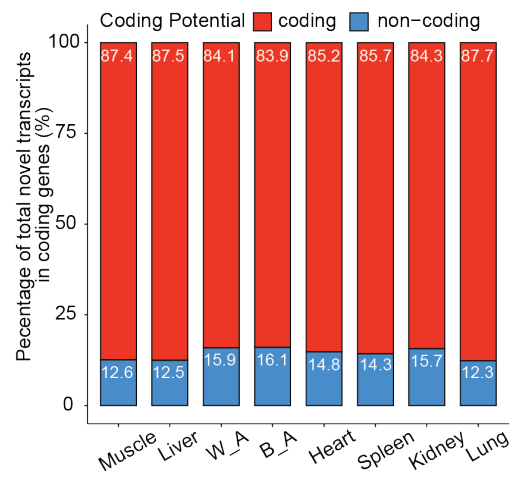

D

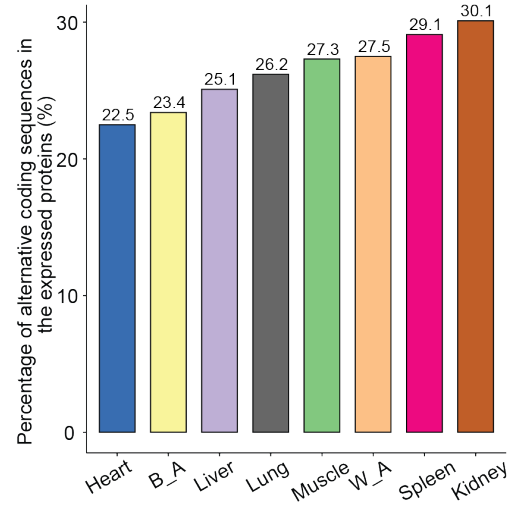

**Figure S2** DRS identifies novel transcripts in mouse tissues

(A) Heatmap displaying the expression levels of novel transcripts identified by DRS and short-read RNA-Seq across different tissues in the fed groups. Short-read RNA-Seq reads were quantified using the Salmon pipeline (<https://github.com/COMBINE-lab/salmon>). Transcript per million (TPM) values from both DRS and short-read RNA-Seq were normalized using Z-score normalization across all transcripts. Each row corresponds to a novel transcript identified by DRS, and each column represents samples from DRS and short-read RNA-Seq. Samples from the same tissue are color-coded consistently to facilitate comparison across platforms. (B) Heatmap of the coding potential analysis results for novel or differing transcripts from protein-coding regions across various tissues. Five coding potential algorithms (CPC2, PLEK, CPAT, CNCI, FEELnc) were employed to evaluate these transcripts. Positive coding hints are marked in yellow. Transcripts were defined as coding if they met the following criteria: CPC2 (score > 0.5, <http://cpc2.gao-lab.org/index.php>), CPAT (score > 0.36, <http://lilab.research.bcm.edu/cpat/index.php>), CNCI (score > 0, <https://github.com/www-bioinfo-org/CNCI>), FEELnc (default parameters, <https://github.com/tderrien/FEELnc>), and PLEK (score > 0, <https://sourceforge.net/projects/plek/files/>). (C) Bar plot representing the percentage of predicted coding versus non-coding transcripts among all novel transcripts derived from coding genes across different tissues. Only novel transcripts identified as coding by at least three of the algorithms were considered coding. (D) Bar plot illustrating the percentage of expressed coding genes exhibiting alternative coding sequences. Only genes with alternative coding sequences different from the reference annotation (GENCODE vM24, [https://ftp.ebi.ac.uk/pub/databases/genocode/Genocode\\_mouse/release\\_M24/genocode.vM24.pc\\_translations.fa.gz](https://ftp.ebi.ac.uk/pub/databases/genocode/Genocode_mouse/release_M24/genocode.vM24.pc_translations.fa.gz)) were included.

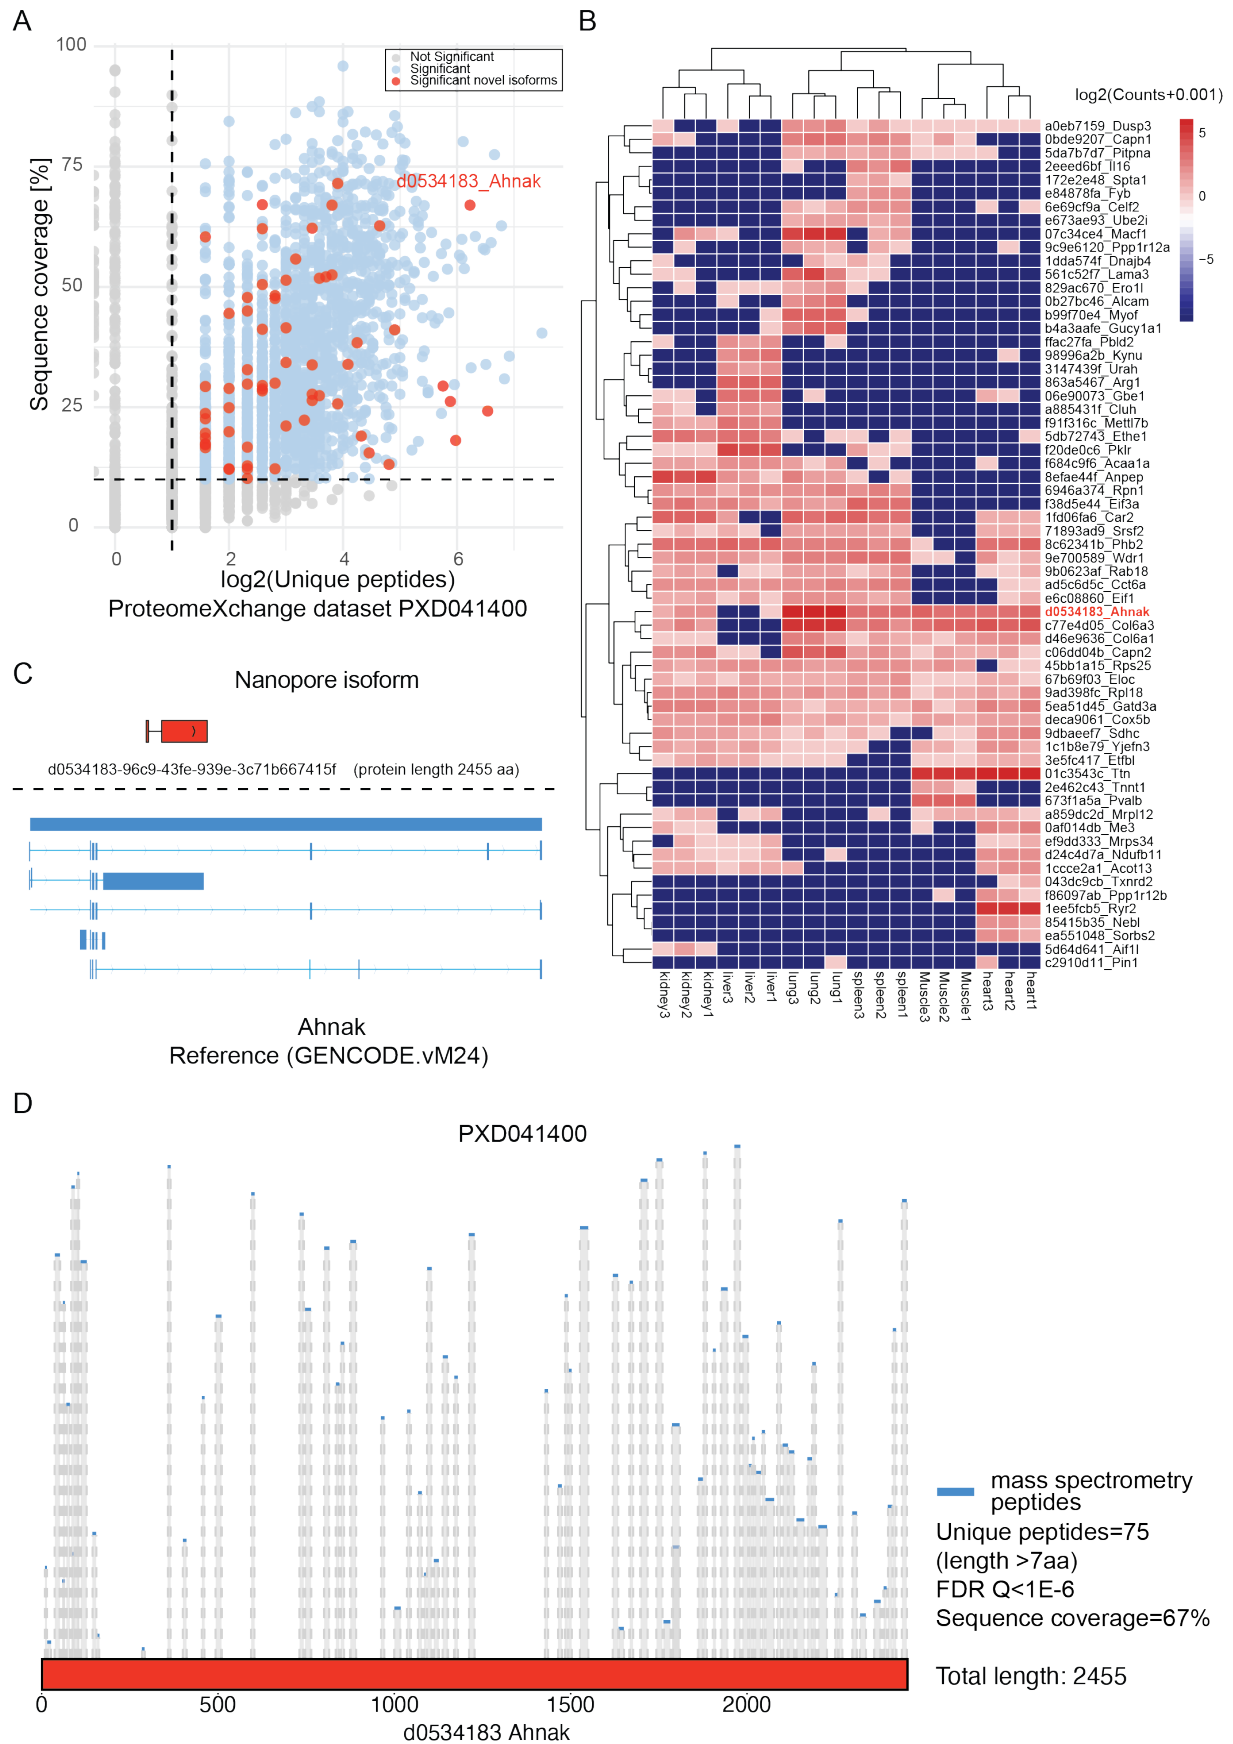

**Figure S3** Validation of novel transcripts in the proteome dataset

(A) Scatter plot illustrating the relationship between  $\log_2(\text{Unique peptides})$  and sequence coverage [%] across the proteome dataset (PXD041400). The data was obtained from ProteomeXchange (PXD041400, <https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD041400>), consisting of three samples for each organ (heart, lung, liver, kidney, spleen, and muscle) from 8-week-old male mice. Each point represents a protein, color-coded according to filter categories: "Significant & Yes" (red), "Significant" (light blue), and "Not Significant" (gray). A horizontal dashed line marks a sequence coverage of 10%, while a vertical dashed line marks  $\log_2(2)$  unique peptides (corresponding to Unique peptides > 2). The protein "d0534183\_Ahnak" (d0534183-96c9-43fe-939e-3c71b667415f) is highlighted in red, with the label positioned above the point. (B) Heatmap showing the  $\log_2$ -transformed unique peptide counts across various conditions for distinct proteins. This provides a visual comparison of protein abundance across the different samples. (C) Schematic representation of the novel transcript identified by Direct RNA Sequencing (DRS) for the Ahnak gene (d0534183-96c9-43fe-939e-3c71b667415f, d0534183\_Ahnak, in red) compared to the reference annotation (in blue), highlighting differences between the novel and annotated transcripts in the gene body. (D) Peptide alignment visualization for each peptide identified in the d0534183\_Ahnak protein in the proteome dataset PXD041400. The reference protein sequence is represented by a red horizontal bar, while the aligned peptides are shown as blue rectangles above the reference. The peptides are staggered along the y-axis to avoid overlap, and shaded gray areas with dashed lines indicate the coverage range of each peptide.

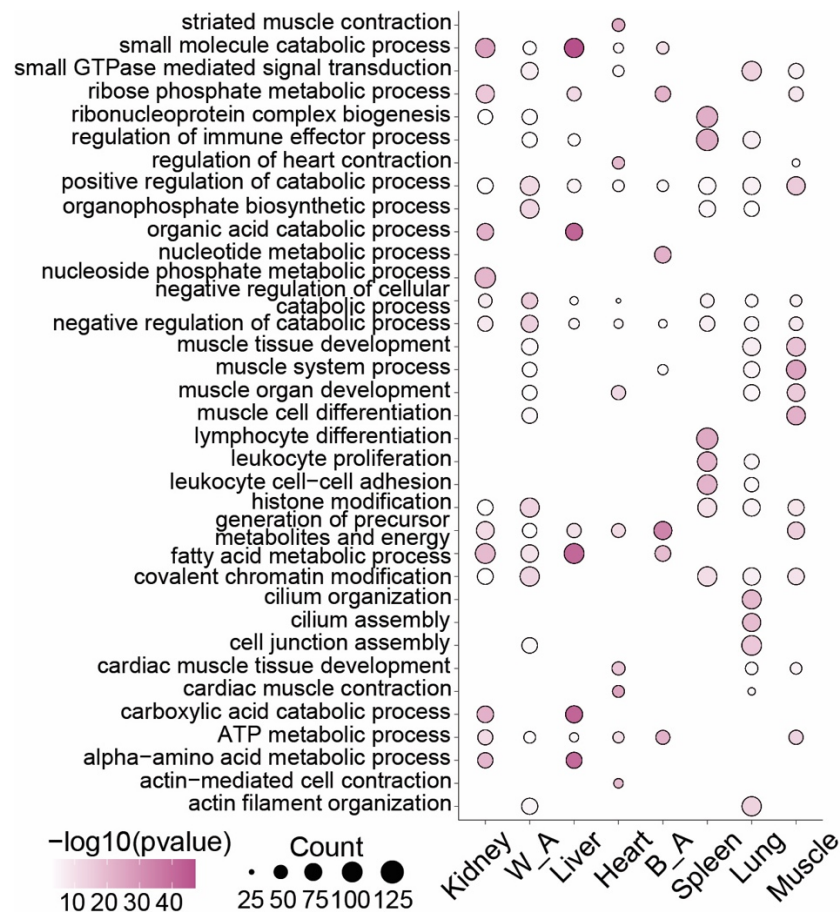

**Figure S4** Pathway analysis of tissue-specific transcripts

Pathway enrichment analysis (GO term, Biological Process) for tissue-specific transcripts.

The top five enriched pathways, based on the p-value, were selected for each tissue.

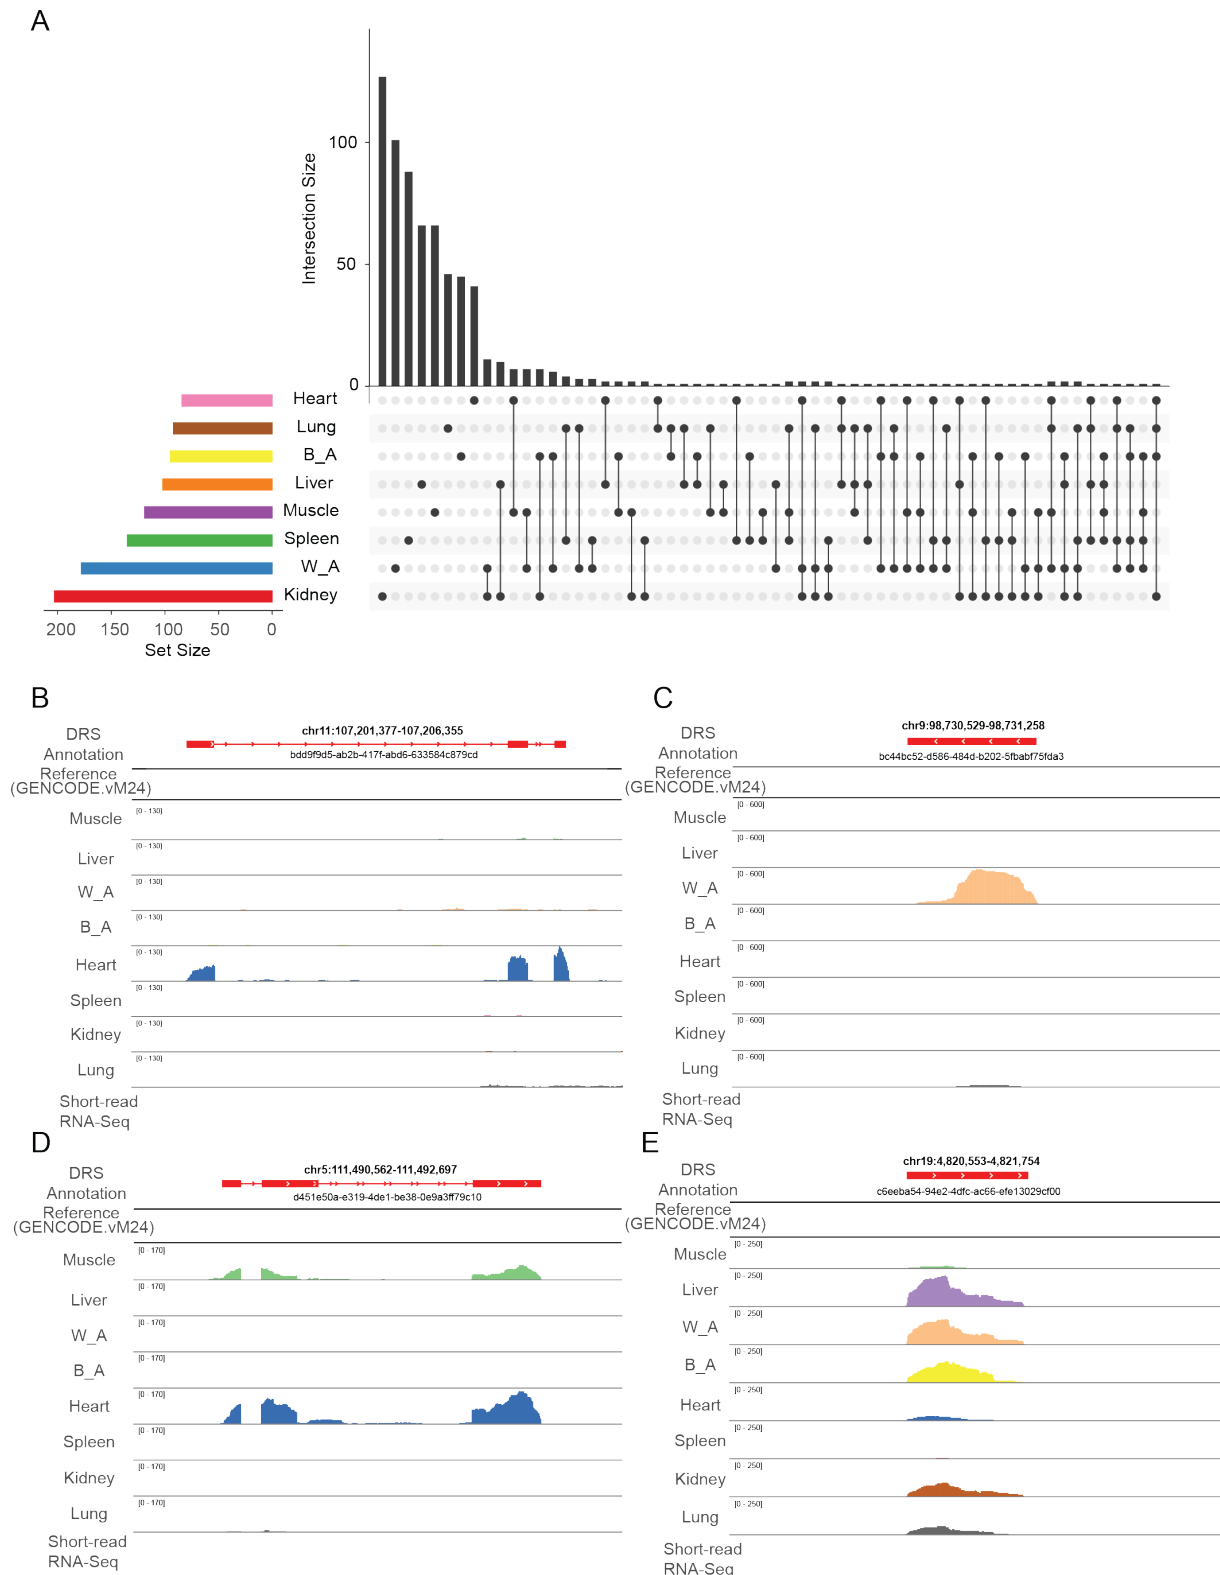

**Figure S5** DRS discovers novel genes in mouse tissues

(A) UpSet plot of the intersections of novel genes identified in different tissues. (B-E) Top: Isoform schematics of novel gene transcripts for the following identifiers: bdd9f9d5-ab2b-417f-abd6-633584c879cd (B), bc44bc52-d586-484d-b202-5fbabf75fda3 (C), d451e50a-e319-4de1-be38-0e9a3ff79c10 (D), and c6eeba54-94e2-4dfc-ac66-efe13029cf00 (E). Bottom: The short-

read RNA-Seq read coverage from various tissues is visualized using IGV (Integrative Genomics Viewer) and displayed in different colors to indicate tissue-specific coverage.

A

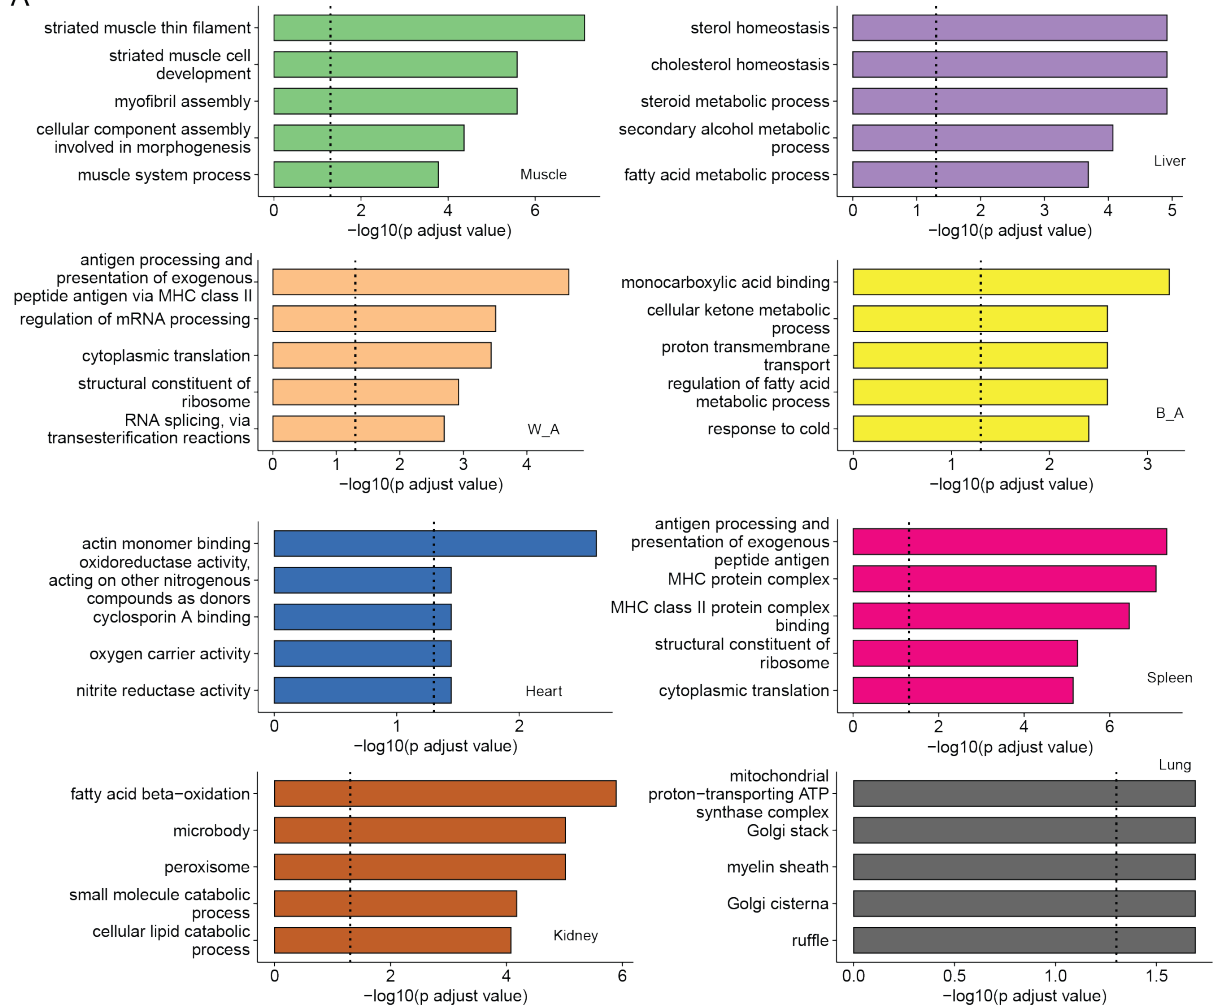

B

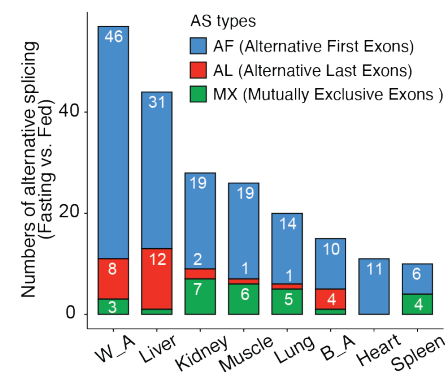

C

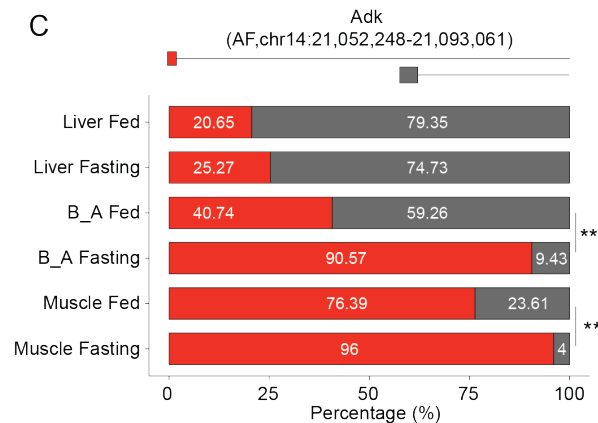

D

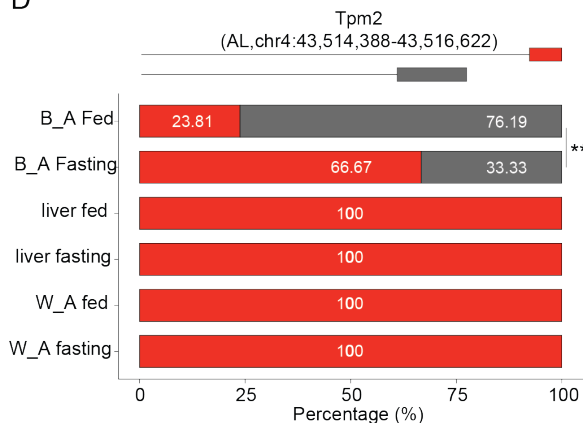

E

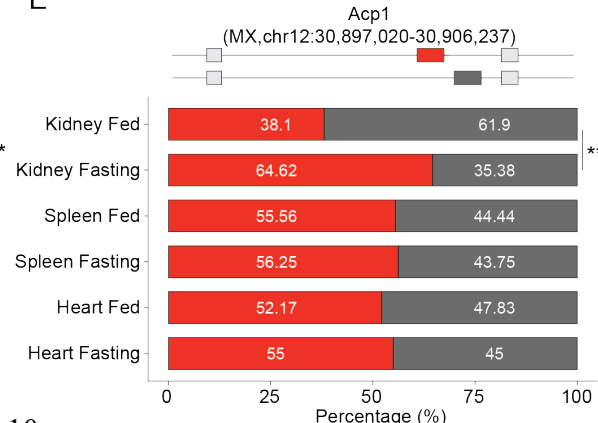

**Figure S6** DRS reveals alternative splicing alterations during fasting treatments

(A) Bar plot showing the  $-\log_{10}$  (adjusted p-value) of the top 5 significantly enriched pathways across different tissues. Each bar represents a pathway, with its height indicating statistical significance ( $-\log_{10}$  of the adjusted p-value). Genes with significantly altered splicing events during fasting treatments in each tissue were analyzed through Gene Ontology (GO) term pathway analysis and ranked based on adjusted p-values. (B) Bar plot displaying the numbers of significantly changed alternative splicing (AS) events between fasting and fed conditions in different tissues. AS events with a p-value less than 0.01 were considered to be significantly altered, and different AS types are distinguished by different colors. (C-E) Top: Schematic diagrams illustrating alternative splicing events for the following genes: Adk alternative first exons (C), Tpm2 alternative last exons (D), and Acp1 mutually exclusive exons (E). The gray isoform represents exon exclusion, while the red isoform represents exon inclusion. Bottom: Bar plots showing the proportions of exon exclusion (gray) and exon inclusion (red) events in the specified regions across different tissues for both fed and fasting treatment groups.

A

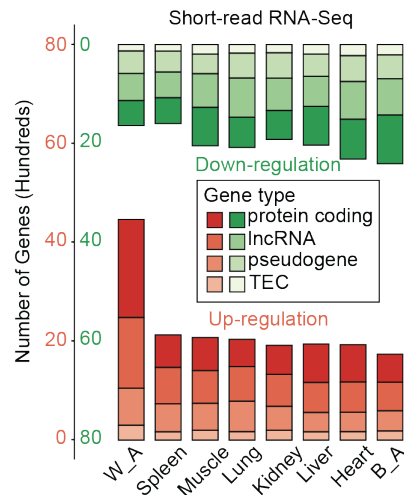

B

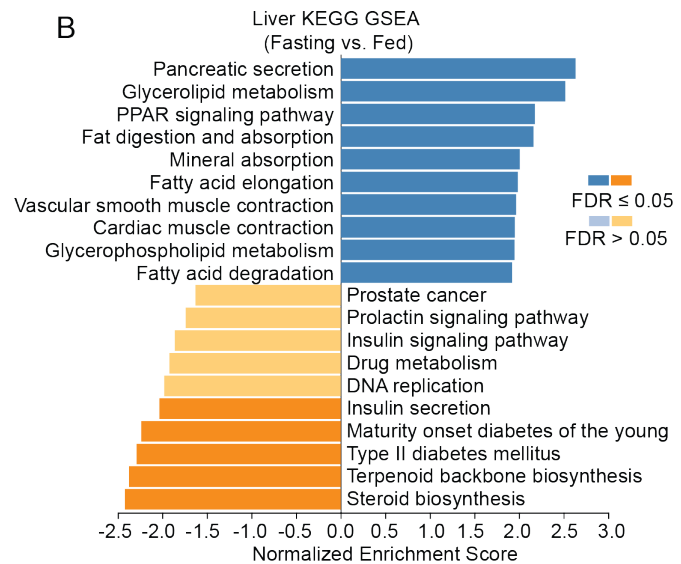

C

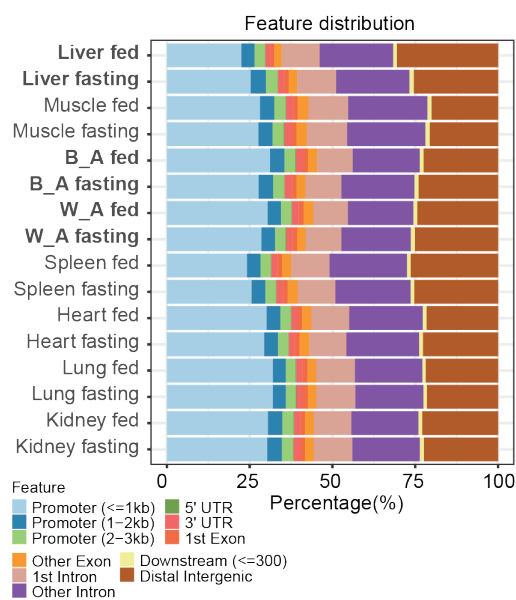

D

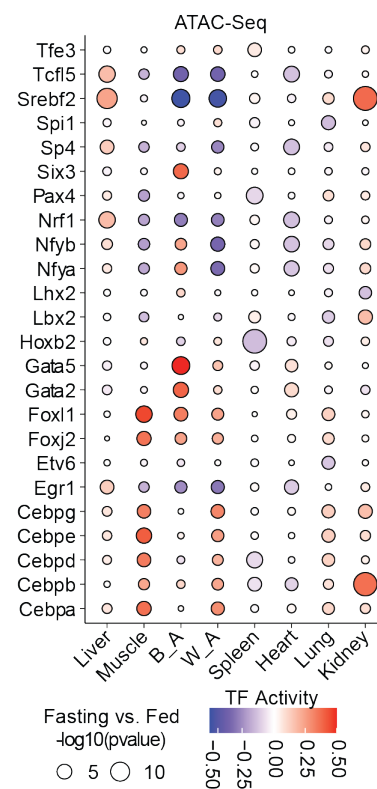

**Figure S7** Short-read RNA-Seq and ATAC-Seq reveal the gene-level regulation in response to metabolic treatment

(A) Bar plot depicting the number and composition of genes upregulated (red) and downregulated (green) in various tissues, analyzed through short-read RNA-seq under fasting compared to fed conditions. 

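For each tissue, the genes with the largest rise and the largest fall were taken among the called genes with at least 10 CPM in 1 of the 2 libraries, up to 2 in each direction. In muscle, Depp1 went from 3.78 to 242 CPM in fasting and Ddit4 from 4.65 to 164 CPM (log2 fold changes of 6.00 and 5.13), while Nmrk2 fell from 129 to 2.00 CPM and Pdzd7 from 17.1 to 1.65 CPM. In brown adipose tissue, Depp1 rose again, from 12.7 to 442 CPM. The noncoding gene AC154912.5, which lies inside Fkbp5 on the same strand, went from 0.241 to 13.1 CPM. The fructose transporter gene Slc2a5 fell from 27.4 to 0.772 CPM, and Rnu2-10, a copy of a repeated small nuclear RNA gene, from 71.5 to 0.281 CPM. In heart, Angptl4 rose from 5.98 to 114 CPM and Pdk4 from 216 to 3673 CPM. The transferrin receptor gene Tfrc fell from 222 to 19.4 CPM and Myl7, the light chain of atrial myosin, from 14.5 to 0.918 CPM. In kidney, Cyp4a14 rose from 10.9 to 1354 CPM. Mfsd2a fell from 56.6 to 9.78 CPM and Acmsd from 194 to 35.4 CPM.
In liver, E030018B13Rik, which lies across from Klf13 on the opposite strand, was at least 163-fold higher in fasting. Gm15441, across from Txnip, rose from 0.521 to 61.2 CPM. AC123853.3 fell from 15.3 to 0.160 CPM and Gm15998, across from Efna3, from 12.5 to 0.320 CPM. In white adipose tissue, Prss56 was at least 167-fold and 4930426D05Rik at least 213-fold higher in fasting, in a library in which general epithelial genes were higher too, with a median log2 fold change of 4.26 over 12 such genes. Pnpla3, a lipid droplet protein, fell from 332 to 14.2 CPM, and Gpx5 was at least 93.4-fold lower, in a pair of libraries in which the summed marker genes of the epididymis went from 14.2 to 1.35 CPM. In spleen, Pdk4 rose from 11.3 to 80.6 CPM and Gm10591 from 0.618 to 15.1 CPM. The 2 largest falls were of genes of the pancreas. Pnlip (pancreatic lipase) was at least 1152-fold lower and the trypsinogen gene 2210010C04Rik at least 405-fold lower, and 12 of 12 acinar genes were higher in the fed spleen library. In lung, the keratin genes Krt4 and Krt13 rose from 0.133 CPM each to 14.2 and 11.9 CPM. Whether fasting or a different share of tissue in the 2 pools caused this was not tested. Bmp10, an atrial gene, was at least 680-fold lower in fasting, and Arpp21 fell from 16.4 to 0.139 CPM in the library in which thymocyte genes fell as well. None of these calls changed under the 5 alternatives run for named genes. The alternatives were pseudocount 1, TMM factors, DESeq2's size factors, an adjusted p-value and an assumed coefficient of variation of 0.2 between pools. The genes were picked for large changes, which these alternatives could hardly undo. None of the 5 bears on tissue carried into a pool.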

Significant differential genes were determined using Fisher's exact test, with those showing a  $\log_2(\text{fold change})$  greater than 0.5 and a p-value less than 0.01 defined as differentially expressed. 

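By the gene types of the annotation used here, protein-coding genes made up most of the differentially expressed genes in each tissue, from 75.4% in spleen to 84.5% in heart. Long noncoding RNA genes made up 7.8% (muscle) to 12.8% (white adipose tissue), and pseudogenes 2.5% (heart) to 5.6% (kidney). Transcribed regions that still await a class in the annotation, named TEC there, made up 4.2% to 7.1%, and other RNA genes 0.7% to 2.3%. In white adipose tissue 586 of the long noncoding RNA genes rose and 146 fell. In liver 137 rose and 167 fell. The called noncoding genes were lower in expression than the coding ones. In liver the higher of the 2 libraries had a median of 19.7 CPM for called protein-coding genes and 2.85 CPM for called long noncoding RNA genes. Pseudogenes share sequence with their parent genes, so their counts are uncertain.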

Gradient colors represent different gene type compositions. (B) Bar plot of liver Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway Gene Set Enrichment Analysis (GSEA) results using the significantly changed genes during fasting treatment. This plot illustrates the enriched pathways based on their normalized enrichment scores. 

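Other gene lists drawn from the pathways of this plot were set against random lists in the same way in the 2 liver libraries. The 27 PPAR target genes had a median log2 fold change of 1.63, at percentile 100.0, and 26 of them rose. The 23 enzyme genes of pancreatic secretion with counts had a median of 1.57, at percentile 100.0, and 21 rose. Most of them were low. Pnlip went from 19.4 to 45.4 CPM, while Amy1 (200 and 201 CPM) and Cela1 (37.5 and 34.7 CPM), which were the highest with it, were not called (log2 fold changes of 0.00 and -0.11, the latter 0.01 with TMM factors). The 21 genes of terpenoid backbone synthesis, the first steps towards cholesterol, had a median of -0.40, at percentile 0.17. Hmgcs1 fell from 585 to 74.2 CPM (-2.98), and Acat1 (0.47) was not called, although it was with TMM factors (0.59). Against random lists that were not matched on expression, this list stood at percentile 4.50. The 29 genes of fatty acid elongation had a median of -0.03, at percentile 90.05. In that list Elovl2 (0.98) and Elovl5 (1.17) rose, as did the thioesterase genes Acot2 (3.10) and Acot4 (1.81), and 9 genes were called up and 4 down. Its place depended on the summary. By the mean of the list it stood at percentile 99.98, and without members under 1 CPM at 98.44. Reactome's list of fatty acyl-CoA biosynthesis, which is not the same pathway, stood at 0.04.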

(C) Distribution of open chromatin loci relative to the transcription start site (TSS) in different tissues and treatments. (D) Transcription factor binding activities at open chromatin loci in each tissue and treatment.

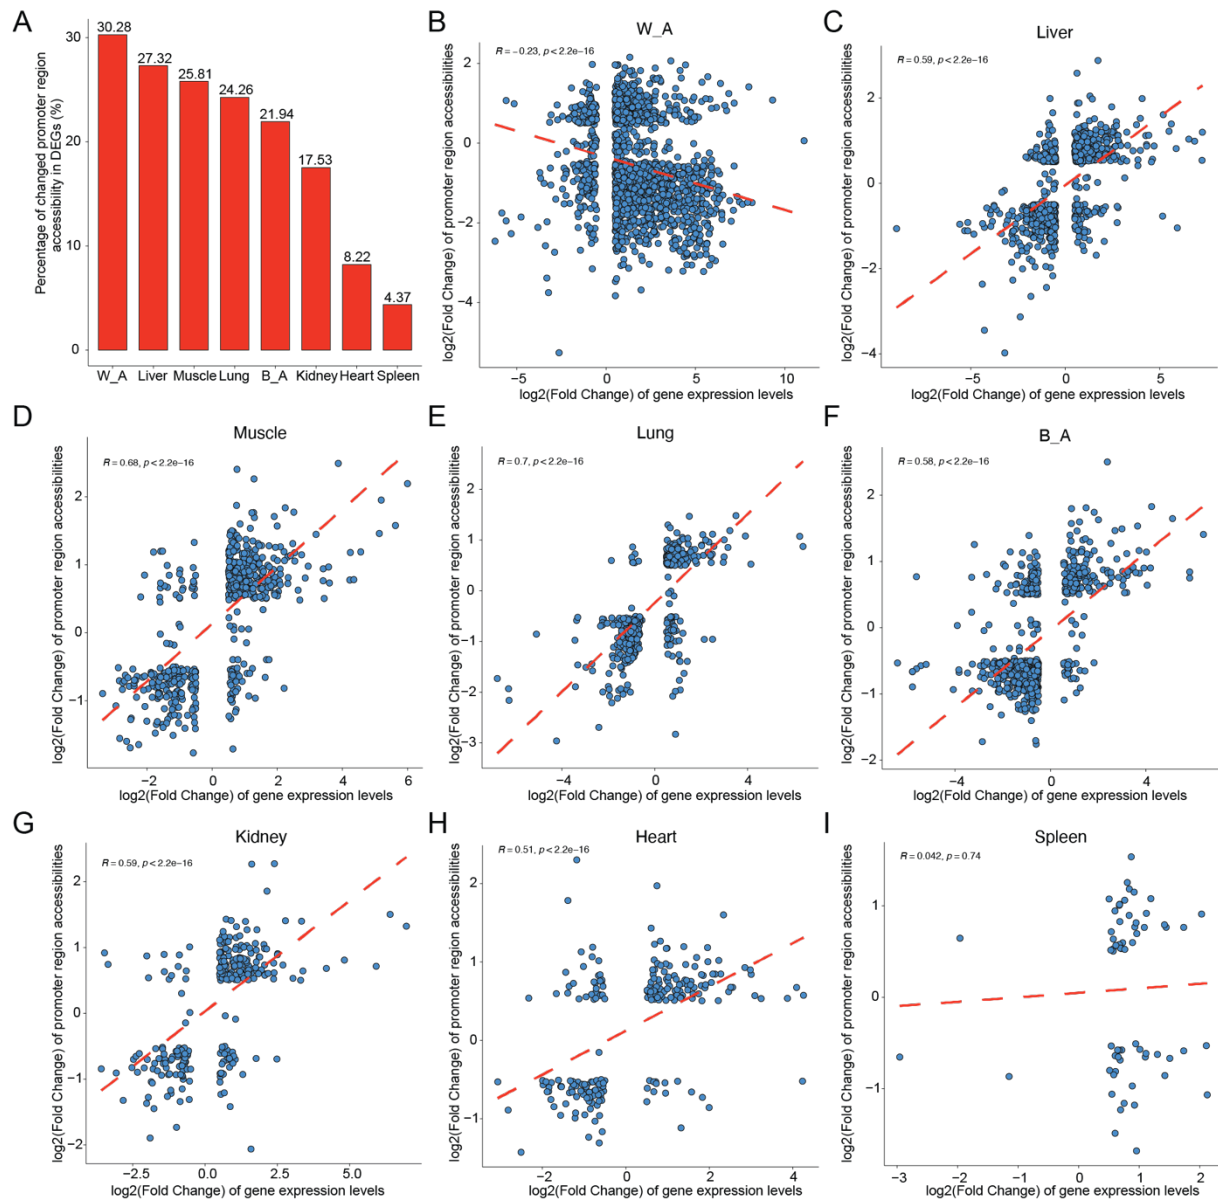

**Figure S8** Association between changes in promoter region accessibility and gene expression levels during fasting treatment

(A) Bar plot showing the percentage of differentially expressed genes (DEGs) during the fasting treatment that also exhibit significantly altered chromatin accessibility in their promoter regions. The promoter regions were defined as the 3000 bp upstream and downstream of the transcription start site (TSS). Only genes and chromatin accessibilities with significant changes ( $|\log_2(\text{fold change})| > 0.5$  and  $p\text{-value} < 0.01$ ) were included. (B-I) Pearson's correlation analysis comparing the  $\log_2(\text{fold change})$  of DEGs and chromatin accessibilities from different tissues during the fasting treatment.

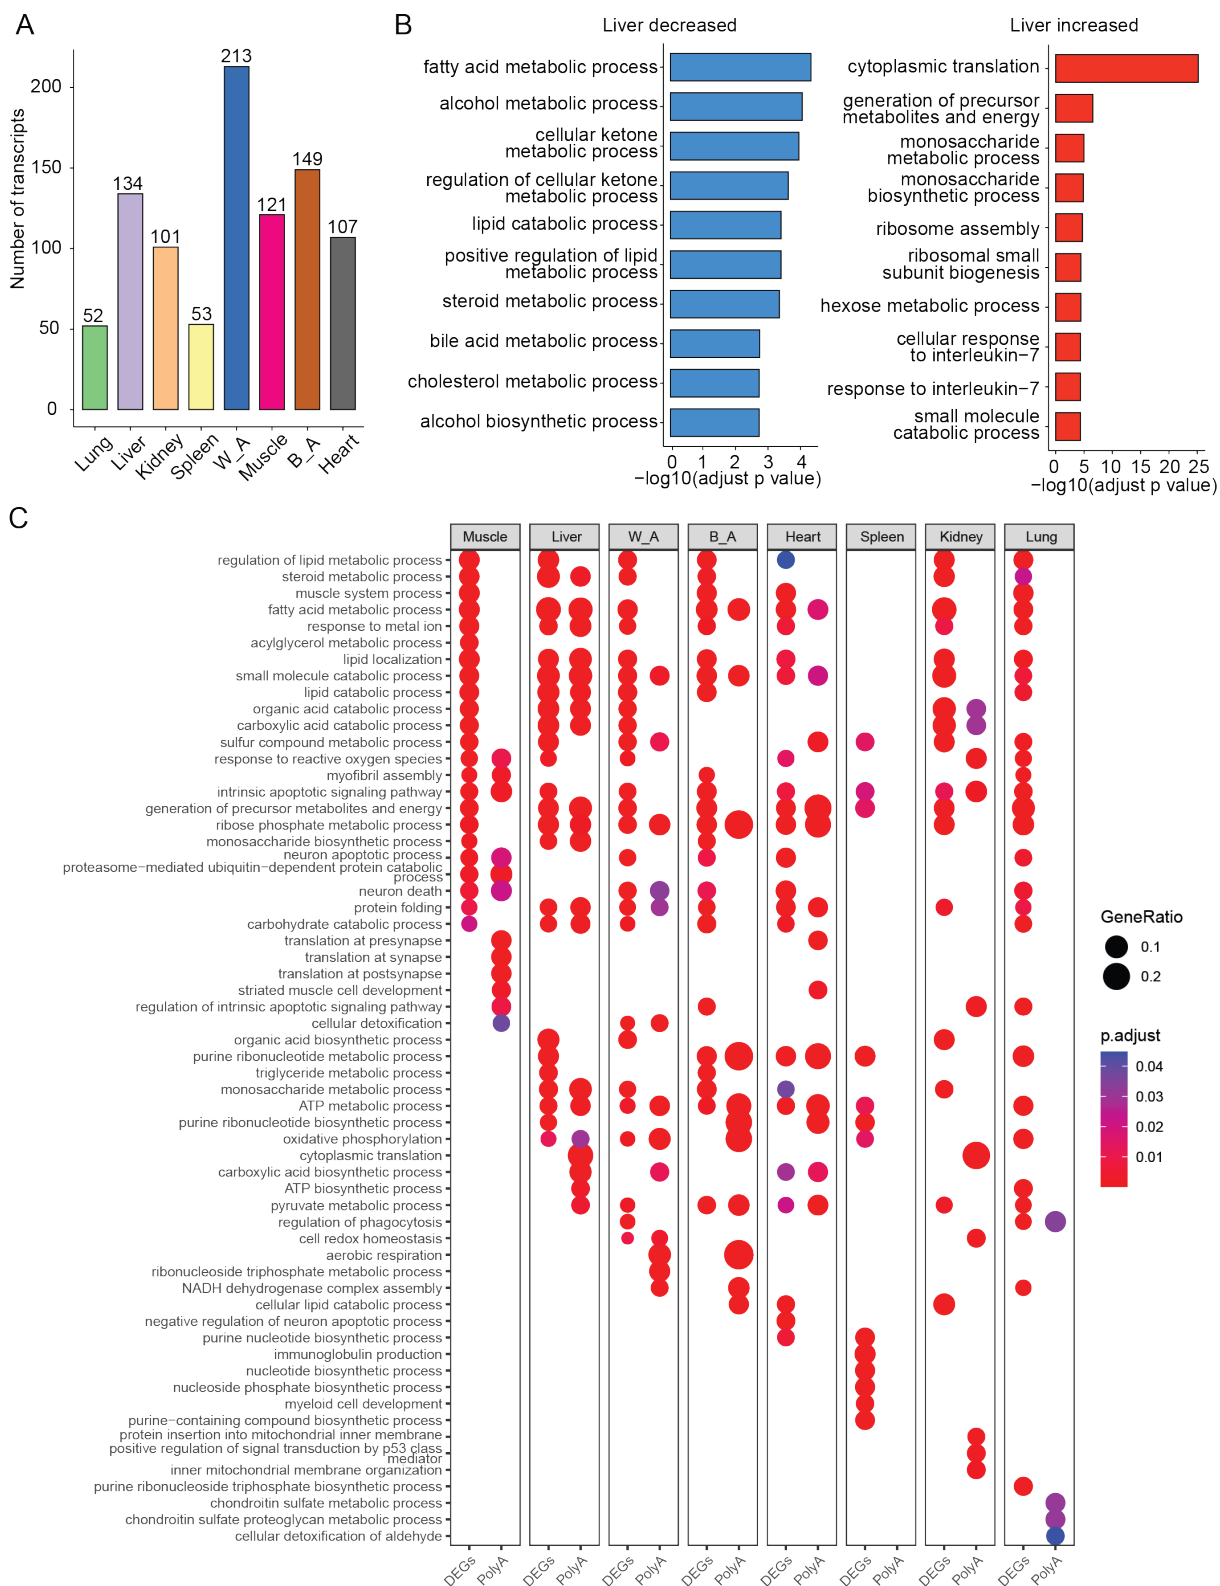

**Figure S9** Polyadenylation variabilities across different tissues

(A) Numbers of transcripts with significantly changed Poly(A) tail lengths. (B) Bar plot showing the top enriched pathways (GO term, Biological Process) for transcripts with significantly decreased or increased Poly(A) tail lengths during fasting treatment in liver tissue. (C) Comparisons of the top enriched pathways (GO term, Biological Process) for DEGs and transcripts with significantly changed Poly(A) tail lengths in different tissues during fasting treatments in DRS.

A

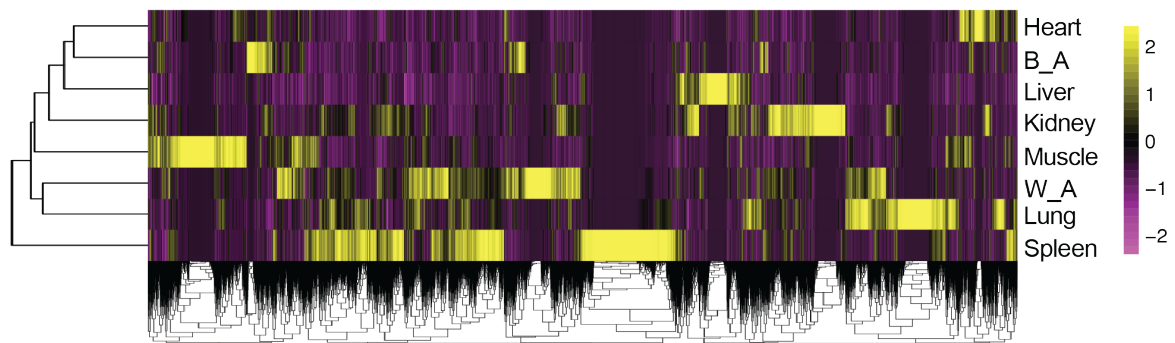

B

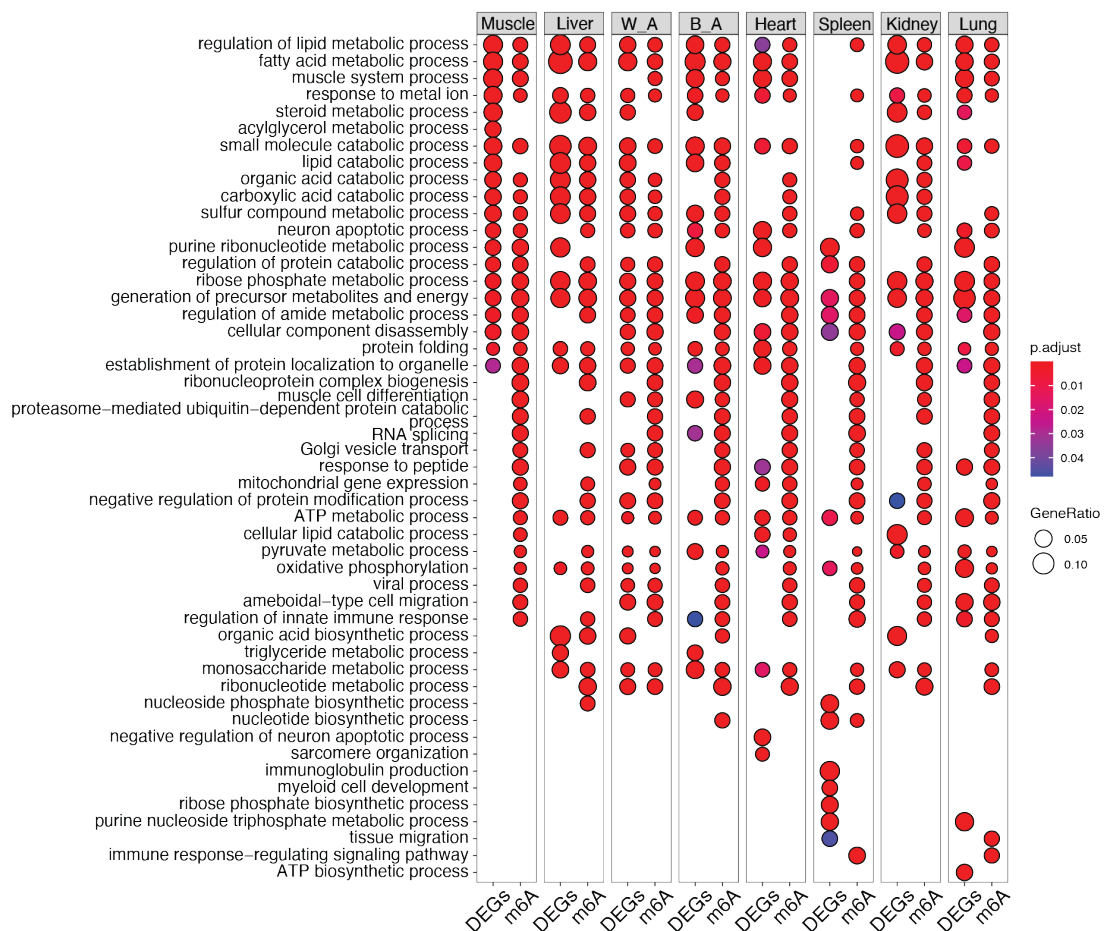

**Figure S10** Metabolic responsive dynamics of RNA m6A modification across tissues

(A) Heatmap displaying the frequency of m6A modifications across different tissues, with data normalized by z-score. (B) Comparisons of the top enriched pathways (GO term, Biological Process) for DEGs and transcripts with significantly changed m6A modifications in different tissues during fasting treatments.

How the deposited data were processed for this re-analysis (not part of the article)

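Short-read RNA-Seq of 8 mouse tissues (muscle, liver, white adipose, brown adipose, heart, spleen, kidney and lung) was analysed under 2 treatments, fed and fasting for 24 h. Tissue of the 3 mice of a group was pooled, and each tissue and treatment has 1 library, 16 in all. The condition of each library was taken from the sample labels and the paper, which gave the same tissues and treatments. No library was left out, and no column of the table went unused.

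The authors sequenced strand-specific libraries as paired-end reads of 100 base pairs, trimmed them with fastp 0.23.2, checked them with FastQC 0.11.8, aligned them to GRCm38 with HISAT2 2.2.1.0 and counted them per gene with featureCounts (subread 2.0) on release 24 of the GENCODE mouse annotation. They deposited these counts per gene and library without normalization, together with the length of each gene (an other value, not a measurement), which the authors' counting program wrote. Whether reads or read pairs were counted, and with which strand setting, is not named in the paper's text. All values here start from these deposited counts. The library totals lay between 14245178 and 36069968, so that 3 counts, the floor used here, correspond to 0.0832 to 0.211 CPM. Floors and the intervals of marker lists cover counting error only. The interval of the share of called genes that rose treats genes as independent draws, which they are not.

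Gene symbols were matched by identifier to an older GENCODE release of the same genome build. Of 55385 genes, 54487 matched with their version and 55144 without it. Coordinates are those of the deposited table.

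Within each tissue, counts were divided by the library total to give CPM, and the fold change was (CPM fasting + 0.01)/(CPM fed + 0.01), as in the paper's methods. Each gene with a count was compared by Fisher's exact test (two-sided) on its counts and the remaining counts of the 2 libraries, and called at a log2 fold change above 0.5 in size and an unadjusted p-value under 0.01. With 1 library per treatment this compares the 2 libraries and not the conditions. On simulated libraries with 200 changed genes per tissue, the step recovered 190 to 196 of them, with 64 to 97 false calls among 25048 to 31101 genes. These libraries held counting error only. The false calls therefore leave out variation between pools, which the real libraries have.

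Across tissues, all 16 libraries were fitted with edgeR 4.0.16 (R 4.3.3) in a model of tissue and treatment with TMM factors, filterByExpr and the quasi-likelihood test, and genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. The fit has 7 residual degrees of freedom, and its common dispersion corresponded to a coefficient of variation of 0.1956. The 8 tissues came from the same 2 pools of mice and are not independent animals. On simulated counts for 17079 genes the fit recovered 197 of 200 changed genes, with 9 false calls among 206. The simulated libraries were independent, had a common dispersion and carried the same change in every tissue. They did not share pools of mice, so the false calls do not cover a difference between pools.

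Gene lists for the pathways in liver and marker lists for cell types were written by hand before the counts were seen, and a few further marker lists after. The median log2 fold change of a list was given as its percentile among 10000 random lists of the same size matched on mean expression, with no p-value. On simulated data, 100 of 100 lists shifted by 1 on the log2 scale stood above percentile 97.5, and 7 of 100 unchanged lists fell outside 2.5 to 97.5. Similarity of libraries was the Pearson correlation of log2(CPM + 1) across genes, and similarity of the fasting response that of the log2 fold changes of 2 tissues. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

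The genes named in the text follow a rule set in advance. They are the genes the paper names, the 2 largest rises and the 2 largest falls per tissue among called genes with at least 10 CPM in 1 of the 2 libraries, the 3 highest members of each liver list and those that moved against its median by more than 0.5, the 5 genes with the largest log2 fold change each way across tissues, and the 2 highest marker genes of a list. Genes called in all 8 tissues, and members of the marker lists written later, were named after their values were seen. A few genes that the rule selects are not reported here.

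The alternatives set in advance were a pseudocount of 1, TMM factors, the size factors of DESeq2 1.42.0, a library size without mitochondrial genes and the 10 highest genes, a filter at 1 CPM, an adjusted p-value, a log2 fold change above 1, and edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4. For the fit across tissues they were DESeq2's Wald test, total counts alone, no filter, no tissue block, robust dispersion, each tissue left out in turn, and both adipose tissues left out. For lists and correlations they were other summaries, gene sets, pseudocounts and scalings. One alternative, the exchange of the 2 library totals in the exact test, was added after seeing the data. The DRS and ATAC-Seq data were not analysed here beyond the values in the paper's supplementary tables.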

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

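The lists of marker genes used to look for signal from other tissues were written before the counts were seen, except those of general epithelium, thymic epithelium and atrium. Of the tests in this part, those on lung as a source, on a mislabelled sample, on pancreas in the spleen and on gene length and GC content were chosen only after the results were seen, and the tests on general and thymic epithelium were chosen once the patterns had been noticed, before those genes were looked at. These genes are outside those that the paper's text discusses, although Fig. S7B shows pancreatic secretion among the pathways of the liver. For all of them, another scaling moved the log2 ratio little. Across all genes, the log2 fold change was only weakly related to gene length (Spearman rho of at most 0.081 in size) and GC content (0.153 at most, in liver). Some other lists moved with a log2 ratio under 3 in size and were not followed up. Skeletal muscle genes fell from 2803 to 1246 CPM in brown adipose tissue, with 10 of 10 lower. Hepatocyte genes rose from 30.2 to 113 CPM in heart, with 10 of 10 higher. Tissue carried into a pool was not examined for these lists.

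In spleen, 12 genes of pancreatic acinar cells summed to 584 CPM in the fed and 0.898 CPM in the fasting library, a log2 ratio of -9.35, against a median of 0.676 CPM in the other tissues. With TMM factors the ratio was -9.32, and without the 10 highest genes in the library size -9.34. All 12 genes were higher in the fed library. Their CPM in fed spleen ranked like their CPM in fasting liver, with a Spearman rho of 0.91 across the 12 genes. No pancreas library was used here, and the value sets 2 libraries in question against each other, so that it does not decide the source in either. A candidate explanation is that pancreas, which lies next to the spleen, was carried into the fed pool. An effect of feeding on spleen cells cannot be told apart from it with 1 library per treatment.

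In liver, the same 12 genes rose from 90.8 to 261 CPM, a log2 ratio of 1.52, while they fell in spleen (-9.35). The 2 tissues therefore moved in opposite directions, and the difference between them was not tested. All 12 genes were higher in the fasting liver library, and they ranked as described above (rho = 0.91). The rise of pancreatic secretion genes in the liver cannot be told apart from pancreas in the fasting liver pool.

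In white adipose tissue, 7 genes of ciliated cells rose from 11.5 to 582 CPM, a log2 ratio of 5.66 (5.60 with TMM factors), against a median of 3.17 CPM in the other tissues. Several explanations were tested. If another epithelial tissue had entered the fasting library, epithelial genes that have no part in cilia would rise too. The 12 genes of general epithelium rose from 13.5 to 370 CPM, all 12 in the same direction, with a median log2 fold change of 4.26. Lung as the source would bring lung epithelium genes along, but their level relative to lung was 3.4e-04 times that of the ciliated cell genes. Of the 24 genes of the fasting response list, 23 rose in white adipose tissue and 21 to 24 in each of the other tissues, but this bears on the treatment label and cannot show a wrong tissue. A candidate explanation that remains is an epithelial tissue with ciliated cells in the fasting library. In the part of the paper's DRS table used here, the 1 transcript of these genes that is listed went the other way, from 48.3 CPM in the fed to 3.47 CPM in the fasting library (the paper's values). Of the genes called up in this tissue, 1165 rose at least 8-fold, against 22 to 91 in each of the other tissues, and 923 of the 1165 were under 1 CPM in the other 3 adipose libraries. An effect of fasting on white adipose tissue cannot be separated from this in these genes.

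In the same tissue, 15 genes of the epididymis summed to 14.2 CPM in the fed and 1.35 CPM in the fasting library, a log2 ratio of -3.40 (-3.46 with TMM factors), against a median of 0.65 CPM in the other tissues. A candidate explanation is epididymis in the fed library. An effect of feeding on these genes in white adipose tissue cannot be told apart from it. How much of the difference between the 2 libraries epididymis accounts for was not tested. In the part of the paper's DRS table used here, 13 of these genes summed to 58721 CPM (5.87%) in the fed and 470 CPM in the fasting library. The fed DRS level was thus far above the 14.2 CPM of the short reads from the same pool. The cause of that gap was not tested, so the amount of epididymis in the fed pool is left open.

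In lung, 5 genes of thymocytes, the T cell precursors of the thymus, summed to 93.4 CPM in the fed and 1.16 CPM in the fasting library, a log2 ratio of -6.33 (-6.24 with TMM factors), against a median of 0.883 CPM in the other tissues. If thymus had entered the fed pool, genes of the thymic epithelium would be higher there as well. All 4 of them were, with a median log2 fold change of -1.76, from -4.76 for Psmb11 (53 and 2 counts) to -0.64 for Tbata. The size rests on the low genes, since the median was -0.58 with a pseudocount of 1, and their summed CPM went from 27.6 to 16.5, a log2 ratio of -0.75. The fall was not limited to genes of the thymus. In the fasting lung library, B cell genes went from 522 to 270 CPM, with 10 of 10 lower. T cell genes went from 99.6 to 31.0 CPM, with 8 of 8 lower. Their log2 ratios (-0.95 and -1.69) were smaller in size than that of the thymocyte genes. Thymus in the fed lung pool remains as a candidate explanation for the thymocyte genes. An effect of fasting on T cell precursors or on other lymphoid cells cannot be excluded with these libraries.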

How the results depend on the processing

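The alternatives below were set before the data were examined, apart from the exchange of the 2 library totals in the exact test, which was added after seeing the data.

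The number of differentially expressed genes per tissue stayed within 1.5 times its value with a pseudocount of 1, TMM factors, DESeq2's size factors, a library size without the 10 highest genes, a filter at 1 CPM and an adjusted p-value. The 37 mitochondrial genes had no counts, so leaving them out moved nothing. With a log2 fold change above 1, the counts were 1362 in muscle, 1483 in liver, 3334 in white adipose, 1424 in brown adipose, 1028 in heart, 482 in spleen, 716 in kidney and 1141 in lung. With edgeR's exact test and an assumed coefficient of variation of 0.2 they were, in the same order, 754, 921, 2549, 833, 566, 243, 367 and 584, and with 0.4 they were 91, 214, 1204, 129, 60, 59, 46 and 89. White adipose tissue had the most under each of these. With the totals exchanged, muscle had 2254 genes, which equals the paper's row total, and the other tissues stayed within 1.5 times their count. Why muscle moved most was not tested.

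The share of called genes that rose was less stable. TMM factors moved the median log2 fold change of the genes at 1 CPM or more from -0.131 to 0.004 in muscle and from -0.122 to 0.001 in liver. The largest moves by scaling were in muscle, from 32.0% to 51.5% (TMM) and 56.9% (DESeq2), in liver from 31.9% to 49.4% and 47.8%, in lung from 29.3% to 41.0% and 43.8%, and in kidney from 41.3% to 54.8% (DESeq2). With TMM factors more of the called genes rose than fell in muscle, in heart (51.3%) and in kidney (50.3%). In spleen, the share was 58.8% and became 20.3% with an assumed coefficient of variation of 0.4. With the totals exchanged it was 73.3% in muscle, 42.0% in liver, 83.9% in white adipose, 20.2% in brown adipose, 27.0% in heart, 92.3% in spleen, 69.6% in kidney and 63.8% in lung.

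The 28 genes called in all 8 tissues became 7 with a log2 fold change above 1, 5 with an assumed coefficient of variation of 0.2 and 0 with 0.4. The 7492 genes called in 1 tissue became 4009 and 1609 under the latter 2.

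The fit across tissues gave 759 genes. It gave 1834 with DESeq2's Wald test, which included 755 of the 759, 131 without both adipose tissues, and 1 without the tissue block, where 133 genes had an unadjusted p-value under 0.05. Leaving out 1 tissue at a time gave 156 to 721 genes, the lowest without brown adipose tissue. Total counts alone, no filter and robust dispersion stayed within 1.5 times. The split of 400 rising and 359 falling genes became 308 and 639 with total counts alone, and 844 and 990 with DESeq2's test. The cause was not tested. The 10 genes named in this fit kept their direction wherever a fit gave them a value, with 99 of 134 values still past the threshold and 35 not. Acot3 and Gm9780 each had no value in 3 of the fits that left out a tissue. Capn11 passed it in all of them.

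The liver lists of fatty acid degradation and steroid biosynthesis kept their side of the random lists under all alternatives run, with Reactome's own lists among them. Among the other 4 lists, 4 of 25 values changed. Terpenoid backbone genes weakened to percentile 4.50 against unmatched lists. Fatty acid elongation went from percentile 90.05 to 98.44 without low genes and 99.98 by the mean. It reversed to 0.04 with Reactome's list of fatty acyl-CoA biosynthesis, which is not the same pathway and holds other genes. The causes were not tested. Reactome's list for PPAR alpha matched a single gene and was not run.

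The nearest library was of the same tissue for all 16 libraries under each alternative. The lowest correlation within a tissue, 0.959, became 0.883 across the 1000 most variable genes. The median of the fed pairs, 0.785, became 0.12 there. Spleen and liver were the least alike fed tissues with TMM factors but not under the other 4 alternatives. The median correlation of the responses, 0.297, moved by less than 0.05. The lowest pair, muscle and spleen, became liver and spleen (0.15) among genes with at least 5 CPM in every library. By Spearman's rho the lowest pair was still muscle and spleen, at 0.081. For the marker lists, only the change to the median log2 fold change with a pseudocount of 1 moved the result beyond its interval, to -5.45 for acinar genes in spleen, -0.46 for epididymis genes in white adipose tissue, -3.67 for thymocyte genes in lung and 5.02 for ciliated cell genes in white adipose tissue.

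Of the 375 values of the 75 genes named in a tissue, 17 were weaker, 2 stronger and 2 reversed. Cela1 in liver went from -0.11 to 0.01 with TMM factors and with DESeq2's size factors, in both cases without a call. Of the 17, 12 came from the assumed coefficient of variation of 0.2. With the totals exchanged, 1 of 75 calls was lost.

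Depth limited the low genes. Between 4.0% and 11.8% of the called genes of a tissue were under 1 CPM in both libraries. With every library thinned to 14245178 counts, 4864 genes were called in white adipose tissue and 897 in spleen.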

Differences from the paper's values

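Table S5 of the paper holds 2254 differentially expressed genes for muscle, and 3535 were called here. Of the alternatives set before the data were examined, a pseudocount of 1 (3103 genes), TMM factors (3303), DESeq2's size factors (3288), a filter at 1 CPM (3309) and an adjusted p-value (3112) came within 1.5 times of the paper's value. The library size without the 10 highest genes (3534), the log2 fold change above 1 (1362) and an assumed coefficient of variation of 0.2 (754) or 0.4 (91) did not. With the 2 library totals exchanged in the exact test, an alternative chosen after seeing the values, 2254 genes were called. Of the 1999 muscle genes listed in the copy of the table used here, 1619 were called here and 380 were not. With the totals exchanged, 521 muscle genes were called that were not called with each library's own total.

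Fig. S7A shows about 2100 genes that rose in spleen and about 1600 that fell, read by eye, against 678 and 475 here. It shows about 2000 genes that rose in lung against 835 here, and in kidney about 1900 that rose and about 1900 that fell against 772 and 1095 here. None of the alternatives set before the data were examined, and not the exchange of the totals, which was chosen after seeing the values, came within 1.5 times of these 5 values.

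Fig. S7A and Table S5 of the paper do not match each other. For muscle the figure shows about 2100 genes that rose and about 2100 that fell, whereas the table holds 2254 genes in all. For liver the figure shows about 1900 and about 2000, whereas the table holds 3127. The rising genes called here were 1131 in muscle and 1117 in liver. In both tissues TMM factors and DESeq2's size factors came within 1.5 times of the figure's rising genes. The exchange of the totals, chosen after seeing the values, did so too, and the other alternatives did not. Of the genes that fell in muscle, the figure shows about 2100 and 2404 were called here, but the exchange gave 602, beyond 1.5 times. In liver the exchange gave 1815 falling genes against about 2000, within 1.5 times. For heart, Fig. S7A shows about 1900 genes that rose, against 1126 here, which only TMM factors and DESeq2's size factors brought within 1.5 times. It shows about 2300 genes that fell in heart against 1509 here. The library size without the 10 highest genes came within 1.5 times of that, as did the exchange of the totals, chosen after seeing the values, and the other alternatives did not.

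Fig. S7A draws protein-coding genes as the smaller part of each bar, whereas 75.4% to 84.5% of the called genes of a tissue were protein-coding here. Fig. S7B draws fatty acid elongation as raised in the fasting liver. Here the list had a median log2 fold change of -0.03 at percentile 90.05 of random lists. It stood at 99.98 by the mean and at 98.44 without members under 1 CPM. Reactome's list, at 0.04, was of fatty acyl-CoA biosynthesis, which is not the same pathway, so it does not bear on elongation alone.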

Other observations

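Of the tests in this part, those on the fit across tissues, on the heart and on Bmp10 in lung were chosen before the values they measure were seen, and the others only after the results were seen.

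The 759 genes of the fit across tissues were set against other assignments of fed and fasting. The 2 treatments were exchanged within random sets of tissues, and 50 assignments were fitted, the real one included. Only 1 of the 50, the real one, gave as many genes at an adjusted p-value under 0.05. A response to fasting shared by tissues is a hypothesis that this test leaves standing. The 8 tissues share their 2 pools of mice, so that a difference between the pools other than fasting would appear in all tissues as well.

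The p-values that Table S5 lists for short-read RNA-Seq were compared with those computed here. The log2 fold changes were identical to within 2.7e-05. Of 4221 listed p-values above 0 in 3 tissues, 10 matched to within 1e-05 on the log10 scale. When the totals of the fed and the fasting library were exchanged in the table of the exact test, 4221 of 4221 matched, and the number of called genes equalled the paper's row totals in all 4 tissues of the table, 2254 in muscle, 3127 in liver, 5767 in white adipose and 3393 in brown adipose. Setting each gene's count against the total of the other library thus reproduced every p-value above 0 listed in the copy used here, and the 4 row totals. How the exchange arose cannot be told from these values. The log2 fold changes do not depend on it. In muscle, 1733 genes were called both ways, 1802 only with each library's own total and 521 only with the totals exchanged, and in liver 2932, 569 and 195.

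White adipose tissue had the most called genes. This was not put down to depth, because with every library thinned to the smallest total 4864 genes were called there, still the most of the 8 tissues, and 897 in spleen. Gene length (Spearman rho with log2 fold change of -0.081 in liver, the largest in size of the 8 tissues) and GC content (0.153, also in liver) were only weakly related to the changes.

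Erythroid genes in spleen rose from 3871 to 9408 CPM in fasting, with 8 of 8 genes higher. Their median change in the other 7 tissues was -1.4%, from -21.7% in muscle to 10.0% in white adipose tissue. This speaks only of blood in all fasting libraries. Blood in the spleen pool alone would not show there, and the rise cannot be told apart from it.

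In heart, the atrial myosin light chain genes Myl7 and Myl4 fell (-3.97 and -3.14). If the fasting pool held less atrium, further atrial genes would fall with them. Nppa (0.08) and Myl1 (0.23) did not, Sln did (-4.65, 61 and 2 counts), and Bmp10 and Dhrs9 had at most 4 counts, for a median of 0.08. The test does not decide, because these 5 genes do not mark atrium alone. They summed to 7798 CPM in fed muscle and 153 CPM in fed heart. The fall of Myl7 and Myl4 cannot be told apart from a different share of atrium. In lung, Bmp10 had 1701 counts in the fed and 1 in the fasting library. Heart atrium in the fed pool would raise other atrial genes as well. The log2 fold changes of Myl7 (-1.31), Myl4 (-1.29) and Kcna5 (0.13) had a median of -1.29. The 5 genes of the list used in heart, Bmp10 included, were all higher in the fed library, but they do not mark atrium alone. The loss was not limited to atrial genes. The 7 cardiomyocyte genes fell from 1077 to 564 CPM, with 7 of 7 higher in the fed library, and of the 4 ventricular genes 3 were higher in the fed library and 1, Myl2, was not (0.12). Heart tissue in the fed lung pool may account for part of the fall of Bmp10, which was much larger than that of the other genes.

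The paper reports that Fabp4 was enriched in fasting in white and brown adipose tissue, and that Adipoq did not change at the gene level. In the short-read counts, Fabp4 changed by 0.14 and Adipoq by -0.16 in white adipose tissue, and by 0.21 and -0.16 in brown adipose tissue, and neither was called. Over 9 adipocyte marker genes listed in the paper's DRS table, the DRS log2 fold change exceeded the short-read one by a median of 2.28. That table lists only transcripts that changed in DRS, so these genes were selected for a DRS change and the value does not decide between explanations. In the same table, transcripts of the epididymis markers held 5.87% of the paper's fed DRS CPM in white adipose tissue and 0.05% of the fasting CPM. Epididymis in the fed DRS library could lower the share of adipocyte transcripts there, and the difference cannot be told apart from that. The DRS and short-read changes had the same sign for 88.2% of 800 genes in liver and 88.4% of 630 genes in muscle, and for 48.8% of 1231 genes in the part of the white adipose table used here, with Spearman rho of 0.73, 0.64 and -0.05 across genes, which are not independent replicates.

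For other genes that the paper names from its DRS data, the short-read counts gave the following changes. In spleen, Eif2d (-0.15), Rps6 (0.11), Rpl15 (0.04) and Hnrnpd (-0.15) were not called. Of the 18 genes of Fig. 5E in white adipose tissue, Chchd10 was called up (2.52), Uqcrq (-0.74) and Uqcr11 (-0.57) were called down, and 15 were not called. Of the 18, 17 were lower in fasting, and 17 were with TMM factors and with DESeq2's size factors. Uqcrq and Uqcr11 were not called with an assumed coefficient of variation of 0.2. Slc1a5 fell in white (-1.27) and brown (-1.11) adipose tissue, and Ahnak fell in the same tissues (-0.61 and -0.85).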
